# Proteolysis-targeting chimera against BCL-X_L_ destroys tumor-infiltrating regulatory T cells

**DOI:** 10.1038/s41467-021-21573-x

**Published:** 2021-02-24

**Authors:** Ryan Kolb, Umasankar De, Sajid Khan, Yuewan Luo, Myung-Chul Kim, Haijun Yu, Chaoyan Wu, Jiao Mo, Xin Zhang, Peiyi Zhang, Xuan Zhang, Nicholas Borcherding, Daniel Koppel, Yang-Xin Fu, Song Guo Zheng, Dorina Avram, Guangrong Zheng, Daohong Zhou, Weizhou Zhang

**Keywords:** Cell death and immune response, Tumour immunology

## Abstract

Regulatory T cells (Tregs) play an important role in maintaining immune homeostasis and, within tumors, their upregulation is common and promotes an immunosuppressive microenvironment. Therapeutic strategies that can eliminate Tregs in the tumor (i.e., therapies that do not run the risk of affecting normal tissues), are urgently needed for the development of cancer immunotherapies. Here we report our discovery of B-cell lymphoma extra-large (BCL-X_L_) as a potential molecular target of tumor-infiltrating (TI) Tregs. We show that pharmacological degradation of BCL-X_L_ using a newly developed platelet-sparing BCL-X_L_ Proteolysis-targeting chimera (PROTAC) induces the apoptosis of TI-Tregs and the activation of TI-CD8^+^ T cells. Moreover, these activities result in an effective suppression of syngeneic tumor growth in immunocompetent, but not in immunodeficient or CD8^+^ T cell-depleted mice. Notably, treatment with BCL-X_L_ PROTAC does not cause detectable damage within several normal tissues or thrombocytopenia. These findings identify BCL-X_L_ as a target in the elimination of TI-Tregs as a component of cancer immunotherapies, and that the BCL-X_L_-specific PROTAC has the potential to be developed as a therapeutic for cancer immunotherapy.

## Abstract (web summary)

Targeting regulatory T cells (Treg) represents a therapeutic option to abrogate tumor-associated immune suppression. Here the authors show that pharmacological degradation of BCL-X_L_ preferentially induces apoptosis of tumor-infiltrating Treg, promoting CD8 T cell activation and anti-tumor immune responses in preclinical cancer models.

## Introduction

A growing body of evidence demonstrates that regulatory T cells (Tregs) play an important role in cancer progression and that they do so by suppressing cancer-directed immune responses^1^. Tregs have been targeted for destruction by exploiting antibodies against and small-molecule inhibitors of several molecules that are highly expressed in Tregs—including immune checkpoint molecules, chemokine receptors, and metabolites^2,3^. To date, these strategies have had only limited antitumor efficacy; yet they have also created significant risk of autoimmunity because most of them do not differentiate Tregs in tumors from those in normal tissues.

We have explored Treg targeting from a different angle, determining how tumor-infiltrating (TI) Tregs survive the adverse tumor-immunosuppressive microenvironment, which is characterized by a stress condition resulting from the low supply of oxygen and nutrients and a high concentration of metabolic waste^4–6^. The pro-apoptotic nature of such environments can be countered by anti-apoptotic proteins of the BCL-2 family, such as BCL-2, B-cell lymphoma extra-large (BCL-X_L_), or MCL-1. These proteins have been extensively targeted with small-molecule inhibitors in cancer therapies^7,8^, including BCL-2- and BCL-X_L_-dual inhibitor ABT263 (navitoclax)^9^, BCL-2 inhibitor ABT199 (venetoclax)^10^, BCL-X_L_ inhibitor A-1331852 (ref. ^11^), and MCL-1 inhibitor S63845 (ref. ^12^). ABT199, the BCL-2 specific inhibitor, has been approved by the FDA for cancer therapy^13^. The inhibition of BCL-X_L_ with an inhibitor, however, induces severe thrombocytopenia, an on-target and dose-limiting toxicity, which limits the use of ABT263 and other BCL-X_L_ inhibitors as safe and effective anticancer drugs in clinic^14,15^.

To avoid the on-target toxicity of BCL-X_L_ inhibitors to platelets, we have recently reported the development of the first-in-class BCL-X_L_ degrader—a proteolysis-targeting chimera (PROTAC) referred to as DT2216—targets BCL-X_L_ to the von Hippel-Lindau (VHL) E3 ligase for ubiquitination and subsequent proteasomal degradation^16^. Because platelets express a low level of VHL E3 ligase, DT2216 has minimal effect on platelets but exhibits an improved cytotoxicity against various cancer cells that are dependent on BCL-X_L_ for survival^16,17^. We also developed another similar PROTAC PZ15227 that uses cereblon (CRBN) E3 ligase to induce BCL-X_L_ polyubiquitination and degradation^18^.

Here we show that BCL-X_L_ is highly expressed within the TI-Treg population from renal cell carcinoma (RCC) and several other human cancers. Using the two PROTACs (DT2166 and PZ15227) to degrade BCL-X_L_, we are able to define the critical pro-survival function of BCL-X_L_ within TI-Tregs, which represents a potential method to deplete TI-Tregs for cancer immunotherapy.

## Results

### Profiling of BCL-2 family pr**o**teins in immune cells

We recently developed a single-cell RNA sequencing (scRNAseq) dataset including a total of 12,239 TI immune cells and 13,433 peripheral blood (PB) mononuclear cells (paired PB immune cells from the same patients) from three human clear cell renal cell carcinomas (ccRCCs). A total of 22 clusters of immune cells were annotated for different immune cell types based on the *t*-distributed stochastic neighbor embedding (tSNE) machine-learning algorithm (Supplementary Fig. 1a) with defined T cell subtypes based on various markers (Supplementary Fig. 1b). In TI-Tregs within ccRCCs, the expression of *BCL2L1* (the gene encoding BCL-X_L_) was higher than that in PB-Tregs and other T cells (CD4^+^ conventional T cells (Tconv) and CD8^+^ T cells) (Fig. 1a and Supplementary Fig. 1c, shown as Napierian log fold-change versus percent difference compared to PB-counterparts). 

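MC38 is a mouse colon adenocarcinoma cell line that was grown as a graft in mice. Tregs were sorted from MC38 tumors and from spleens of tumor-bearing mice, and their RNA was sequenced after ribosomal RNA had been depleted. The deposited values cover 11 libraries, 6 of spleen Tregs and 5 of TI-Tregs. By the sample labels, 3 spleen and 3 tumor libraries came from wild-type mice with a floxed Cd177 gene, and 3 spleen and 2 tumor libraries came from mice in which a Foxp3-driven Cre deletes Cd177 in Tregs. The paper's text does not name these genotypes for this experiment. Cd177 is not listed among the deposited values, so the genotype labels could not be checked from it. The authors pseudoaligned the reads with kallisto to the mm10 mouse genome build, summed the values by gene symbol in sleuth and deposited them as log2(n + 1). The table lists 14604 genes, and each of them is above 0 in all 11 libraries, if only by a trace for some. Taken back to n, the values of a library summed to between 712832 and 844331 in the spleen libraries (median 789701) and to between 1103159 and 1304548 in the tumor libraries (median 1193922). These totals are far below the read depth the paper states. The methods describe estimated counts that were processed in sleuth, and they do not say whether that step rescaled them, so the depth in reads behind each value is not known here. The deposited values were compared as they stand, without further scaling, by limma with a mean-variance trend and Benjamini-Hochberg adjustment. The test covered the 13897 genes with a mean log2(n + 1) of at least 0.5, and both genotypes were pooled as 6 spleen against 5 tumor libraries. A difference on this scale understates the change of a gene with low values. It also depends on the scaling, since the median over the tested genes was 0.08 higher in tumor libraries as deposited and 0.44 lower (-0.44) with equal library totals.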

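Bcl2l1, the mouse gene for BCL-X_L_, lies on chromosome 2 of GRCm38 (mm10) from 152780668 to 152831728 on the minus strand, and its exons overlap no exon of another gene in GENCODE release M21. Its log2(n + 1) was 4.44 ± 0.15 (SD, n = 6) in spleen Tregs and 6.72 ± 0.09 (SD, n = 5) in TI-Tregs. The difference was 2.28 (standard error 0.077, adjusted p = 6.68e-11 from limma with Benjamini-Hochberg adjustment). The tumor libraries ranged from 6.63 to 6.86 and the spleen libraries from 4.26 to 4.65, so each tumor library was above each spleen library (exact two-sided permutation test, p = 0.0043, the smallest that 6 libraries against 5 allow). The rise was 2.27 in wild-type mice (standard error 0.11) and 2.27 in knockout mice (standard error 0.12), and the 2 genotypes did not differ detectably (interaction -0.0054, adjusted p = 0.9997 from limma). With each library left out in turn, the difference stayed between 2.24 and 2.32. Equal library totals moved it most, to 1.67, still past the threshold. Among the 13897 genes tested, Bcl2l1 ranked 911th by the size of its rise. Bcl2 moved the opposite way, from 6.17 ± 0.16 (SD, n = 6) in spleen to 3.74 ± 0.41 (SD, n = 5) in tumor, a difference of -2.43 (standard error 0.16, adjusted p = 1.60e-08 from limma). Within a library, where a common scaling factor largely cancels, Bcl2l1 minus Bcl2 was -1.73 ± 0.16 (SD, n = 6) in spleen and 2.98 ± 0.43 (SD, n = 5) in tumor (difference 4.71, exact two-sided permutation test, p = 0.0043). The tumor libraries also carried high levels of genes of myeloid cells and fibroblasts, and a purity of the sort was not found in the paper, so these values describe the sorted samples as sequenced. From the comparison with spleen Tregs, the paper states that BCL2L1 was also high in TI-Tregs of this mouse model.

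**Figure D1:**
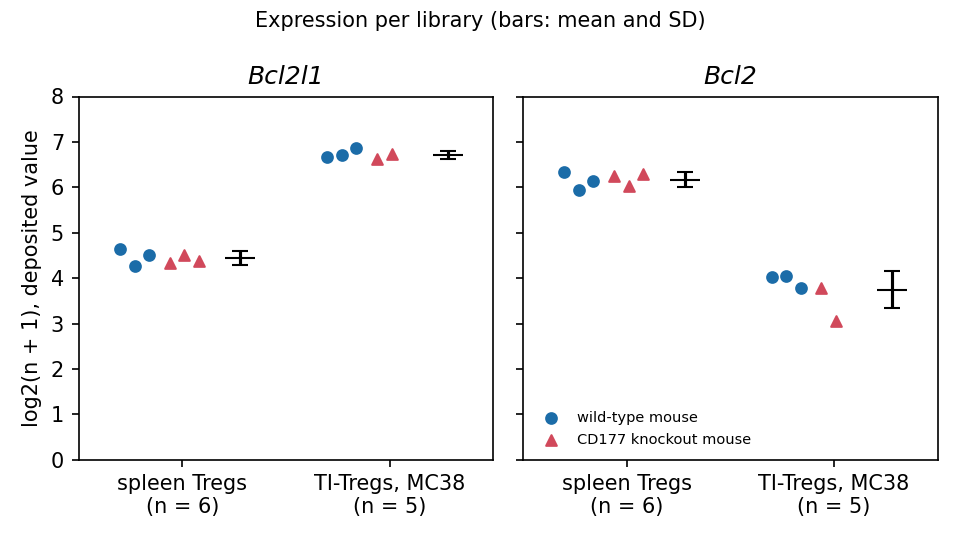
Deposited log2(n + 1) of Bcl2l1 and Bcl2 in each of 6 spleen and 5 tumor Treg libraries, with circles for wild-type and triangles for CD177 knockout mice and bars for the mean and SD. Bcl2l1 lies between 6.63 and 6.86 in the tumor libraries and between 4.26 and 4.65 in the spleen libraries, and Bcl2 is lower in each tumor library than in each spleen library.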

The expression of *BCL2L1* was also high in TI-Tregs in human hepatocellular carcinoma (HCC scRNAseq dataset GSE98638)^19^ (Supplementary Fig. 1d, shown as Napierian log fold-change versus percent difference compared to PB-counterparts), as well as in mouse MC38 colon adenocarcinoma (Fig. 1b and Supplementary Table 1, here the comparison is to spleen Tregs shown as log2 (*n* + 1)-transformed data). Other *BCL2* family genes such as *PMAIP1* (NOXA) and *BAX* were also higher in TI-Tregs than other PB-Tregs cells from human ccRCC (Supplementary Fig. 1c); *MCL1* was slightly higher in TI-Tregs than PB-Tregs in HCC (Supplementary Fig. 1d). The expression of genes such as *BCL2* did not differ significantly between TI-Tregs and other TI-T cells (Fig. 1a).

**Fig. 1:**
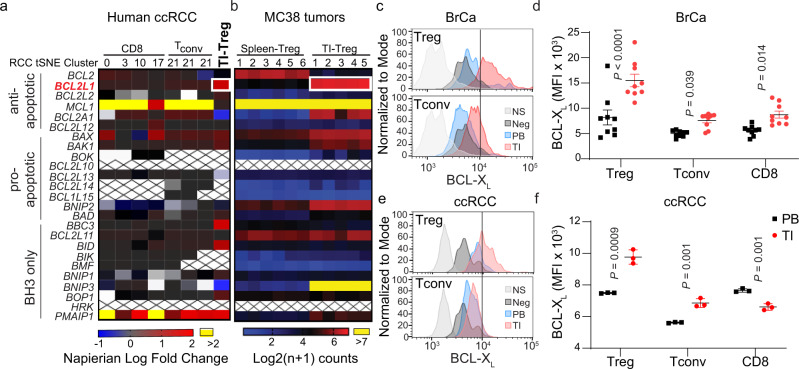
BCL-X_L_ is selectively upregulated in TI-Tregs. **a** Heatmap depicting the fold difference in expression of members of the BCL-2 gene family from distinct subsets of TI-T cells relative to T cell counterparts from peripheral bloods (PB) of paired RCC patients. TI-T cells include CD8^+^, conventional CD4^+^ (Tconv), and TI-Tregs. See Supplementary Fig. 1a for characterization of immune cell clusters by tSNE plot of scRNAseq data. Cross-hatching indicates no expression. **b** Heatmap depicting the expression of BCL-2 family genes in mouse MC38 colon adenocarcinoma TI-Tregs and splenic Tregs. **c** Representative histogram showing BCL-X_L_ levels in PB- and TI-Tregs or TI-Tconv from human breast cancer (BrCa), and **d** median fluorescence intensity (MFI) of BCL-X_L_ staining ± s.d. in PB- or TI-Tregs, CD8^+^, and Tconv in these cancers (*n* = 9 biological replicates). **e** Representative histogram showing BCL-X_L_ levels in PB- and TI-Tregs or TI-Tconv from human renal cancer and paired blood, and **f** MFI of BCL-X_L_ staining ± s.d. in PB- or TI-Tregs, CD8^+^, and Tconv in these cancers (*n* = 3). Unpaired *T*-tests (**d**, *n* = 9; and **f**, *n* = 3 biological replicates, two-sided) were performed and the corresponding *P* values are indicated. **c**, **e** NS, non-staining; Neg, negative control, treated with DT-2216 to deplete BCL-X_L_ as negative control.

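Of the 23 BCL-2 family genes with values in the mouse heatmap, 16 passed an adjusted p of 0.05 over all genes tested and 16 when adjusted over the list alone (limma with Benjamini-Hochberg adjustment). The study chose the list by gene family, and its published statistics come from these same libraries. Of the 16 genes, 13 were higher and 3 were lower in the sorted TI-Treg samples as deposited. This split depends on the scaling, since with equal library totals 21 genes passed, 12 higher and 9 lower. It also cannot be assigned to the Tregs alone, since the tumor libraries carried high levels of genes of myeloid cells and fibroblasts. The largest rise was that of Bnip3, from 2.05 ± 0.35 (SD, n = 6) in spleen to 7.79 ± 0.34 (SD, n = 5) in tumor, a difference of 5.74 (standard error 0.18). Bcl2a1a rose by 4.58 (standard error 0.24), and it has 2 close paralogs, Bcl2a1b and Bcl2a1d, with which kallisto could have shared its reads. These rose by 3.64 and 3.54, and the summed values of the 3 genes rose by 3.74 on the log2 scale (exact two-sided permutation test, p = 0.0043). Bok rose by 2.32, Pmaip1 by 1.60, Bak1 by 1.38, Bad by 1.18, Bcl2l2 by 1.16, Mcl1 by 1.11, Bcl2l14 by 1.06, Bnip2 by 1.03, Bmf by 0.97 and Bax by 0.82. Mcl1 had the highest level of any single gene of the 23 in both tissues, 7.73 ± 0.09 (SD, n = 6) in spleen and 8.84 ± 0.25 (SD, n = 5) in tumor, although the summed value of the 3 Bcl2a1 genes was higher in tumor, 9.23 ± 0.29 (SD, n = 5). Besides Bcl2, the genes that fell were Bbc3 (-0.59) and Bcl2l15 (-0.45), the latter near the lower end of the scale. Bcl2l11, Bcl2l12, Bcl2l13, Bid, Bik, Bnip1 and Bop1 did not pass the threshold. Of these 7, Bcl2l11, Bcl2l12, Bcl2l13 and Bnip1 were higher in tumor as deposited and lower with equal library totals, while Bid, Bik and Bop1 were lower in both. With equal totals all of these but Bik passed as lower, and Bmf no longer passed (0.49, adjusted p = 0.096 from limma). As deposited, Bcl2l11 passed as higher without tumor wild-type replicate 1 (0.30, adjusted p = 0.011 from limma). Bnip1 did so without spleen knockout replicate 1 (0.32, adjusted p = 0.010 from limma). In GENCODE release M21, exons of Bcl2l2, Bax and Bcl2l15 overlap another gene model on the same strand. Exons of Bcl2, Bad, Bak1, Bcl2l12, Bcl2l13, Bcl2l14, Bid, Bnip2, Bnip3 and Bop1 overlap one on the opposite strand. Whether the reads carry strand information is not known here, so the values of these genes are uncertain to that extent. Bcl2l10 and Hrk are not listed among the deposited values.

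**Figure D2:**
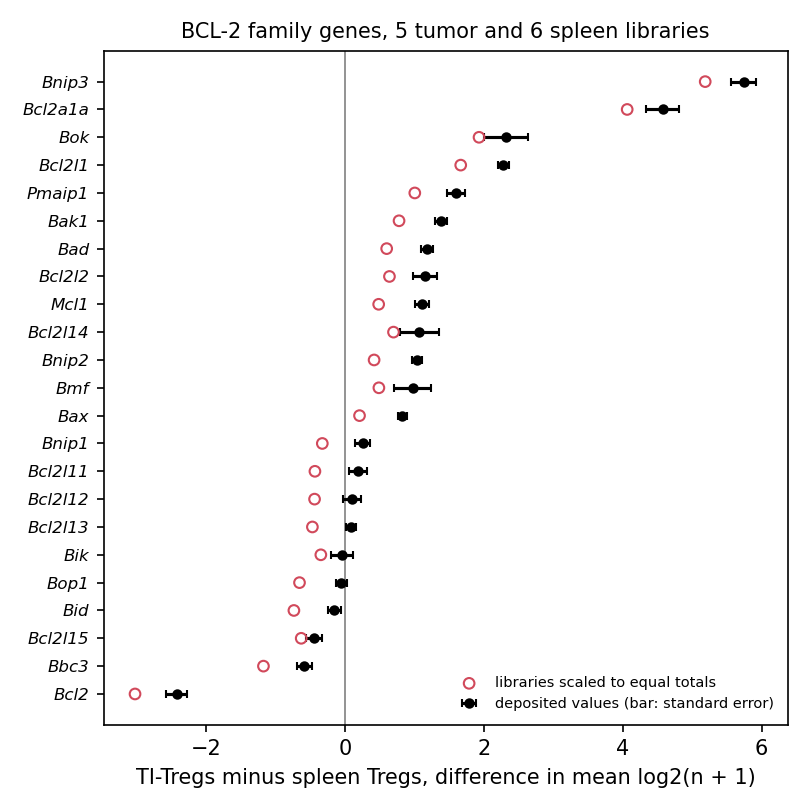
Difference in mean log2(n + 1), TI-Tregs minus spleen Tregs, for the 23 genes, with filled points and standard errors for the deposited values and open points for libraries scaled to equal totals. Bnip3 lies at 5.74, Bcl2l1 at 2.28 and Bcl2 at -2.43 as deposited, and each open point lies to the left of its filled point.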

An analysis of published RNAseq datasets from previous reports^20,21^ revealed that *BCL2L1* levels were elevated in TI-Tregs across many cancer types and species in comparison to Tregs from normal tissues and other TI-T cell types (Supplementary Fig. 1e). The cancer tissues included human breast (BrCa) and colorectal (CRC) cancers, as well as mouse CRC cancers (CT26 and MC38) and melanomas (B16 and BP) (Supplementary Fig. 1e). Tregs from normal tissues (colon, pancreas, muscle, fat) expressed lower levels of *BCL2L1* than counterparts from spleen (Supplementary Fig. 1e). Using the reverse graph embedding approach in the Monocle 2 algorithm^22^, we constructed a cell trajectory of the TI-Tregs and PB-Tregs in the ccRCC (Supplementary Fig. 1f). The trajectory from PB to TI Tregs contained two distinct branches (Supplementary Fig. 1f) that were not detectable using marker genes nor revealed in our previous tSNE clustering analysis (Supplementary Fig. 1a). *BCL2L1*—but not *BCL2*—was significantly upregulated within the branch 1 (Cell Fate #1) TI-Tregs relative to Cell Fate #2 TI-Tregs or PB-Tregs (Supplementary Fig. 1g); whereas both branches expressed Treg markers *FOXP3* and *IL2RA* (CD25) (Supplementary Fig. 1h). Other immune-suppressive molecules that are known to mediate Treg function, such as *ENTPD1* (gene encoding CD39) (Supplementary Fig. 1g), are also elevated along the Cell Fate #1; however, another gene that is also critical to convert ATP to AMP, i.e*. NT5E* (gene encoding CD73), is not detectable in TI-Tregs (Supplementary Fig. 1g). Using flow cytometry of human cancer specimens (Supplementary Fig. 2a), we examined the heterogeneity of human TI-Tregs using effector/memory markers CD45RA and CCR7. Although PB-Tregs exhibited subpopulations of naïve (CD45RA^+^CCR7^+^), effector (EMRA, CD45RA^+^CCR7^−^), central memory (CM, CD45RA^−^CCR7^+^), and effector memory (EM, CD45RA^−^CCR7^−^), TI-Tregs only consisted of the EM population (Supplementary Fig. 2b), which is consistent with the observation from Sakaguchi laboratory who initially developed the use of CD45RA for human Treg heterogeneity^23^.

Using flow cytometry, we found that the levels of BCL-X_L_ protein—determined by intracellular staining of BCL-X_L_—were much higher in TI-Tregs versus PB-Tregs in both human BrCa (Fig. 1c, d) and ccRCC (Fig. 1e, f). BCL-X_L_ levels were higher in TI-Tregs than those within PB or TI CD8^+^ and Tconv cells in human BrCa (Fig. 1d and Supplementary Fig. 3a) and ccRCC (Fig. 1e, f and Supplementary Fig. 3b). BCL-X_L_ levels were also higher, though to a lesser extent, in conventional TI-CD4^+^ Tconv versus their PB-counterparts (Fig. 1d, f); whereas TI-CD8^+^ T cells exhibited increased BCL-X_L_ in BrCa (Fig. 1d) but decreased level in ccRCC relative to PB CD8^+^ T cells (Fig. 1f). A similar result was observed in mouse Py8119 BrCa tumors (Supplementary Fig. 3c). BCL-X_L_ levels were also significantly higher in TI-Tregs with all human cancer specimens combined, including the nine BrCa and paired PBs, two ccRCC and paired PBs, and two colon cancer and paired PBs (Supplementary Fig. 3d). BCL-X_L_ levels were similar in PB-CD8^+^, PB-Tconv, and PB-Treg from same BrCa patients (Fig. 1d and Supplementary Fig. 3d). As the major anti-cancer immune cell types, PB- and TI-CD8 T cells exhibited different populations of effector/memory phenotypes (Supplementary Figs. 2b and  3e, f), all of which exhibited lower expression of BCL-X_L_ relative to TI-Tregs (Supplementary Fig. 3g, h). The selective upregulation of BCL-X_L_ in TI-Tregs, as well as high levels of the pro-apoptotic BH3^−^only proteins NOXA (encoded by *PMAIP1*), BID and BAX (Fig. 1a), which inhibit MCL-1 and BCL-2 respectively, suggest that TI-Tregs may primarily depend on BCL-X_L_ for survival^24^.

### Targeting BCL-X_L_ for degradation in TI-Tregs

To test whether BCL-X_L_ is required for the survival of TI-Tregs, we used our newly generated PROTACs to target BCL-X_L_. DT2216, the lead BCL-X_L_ PROTAC, targets BCL-X_L_ to the VHL E3 ligase for polyubiquitination and degradation^16^. DT2216 did not cause the platelet toxicity observed when other BCL-X_L_ inhibitors were used to inhibit BCL-X_L_^25^, because of the poor expression of VHL in platelets. To assess the effectiveness of PROTAC-mediated BCL-X_L_ degradation, we developed an ex vivo cancer slice culture system (Supplementary Fig. 4a). Treatment with DT2216 led to a significant decrease in BCL-X_L_ levels within TI-Tregs from human BrCa (Fig. 2a, b and Supplementary Fig. 4b, c) and RCC (Fig. 2c, d and Supplementary Fig. 4d). Whereas the treatment also reduced BCL-X_L_ levels in TI-Tconv (CD4^+^ FOXP3^−^ T cells) and TI-CD8^+^ T cells, this effect was more modest (Fig. 2b, d and Supplementary Fig. 4b–d). Similar results were observed in cultures of MC38 colon adenocarcinoma slices (Fig. 2e, f).

**Fig. 2:**
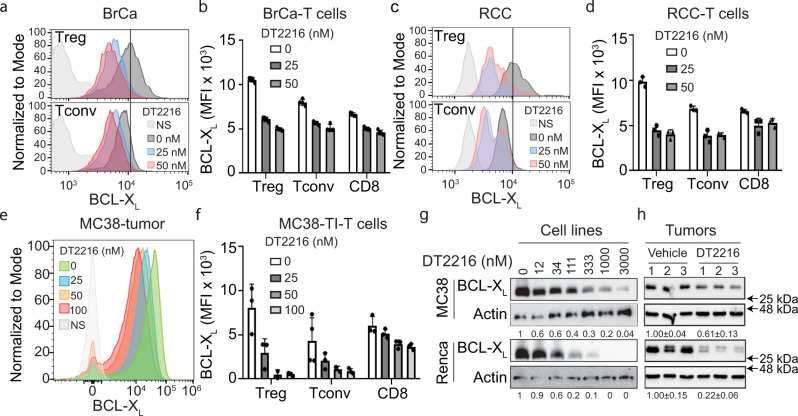
BCL-XL PROTAC leads to efficient degradation of BCL-X_L_ in the tumor microenvironment. **a**–**d** BCL-X_L_ levels in TI-Tregs or Tconv in ex vivo slice cultures of human cancer specimens, including **a**, **b** breast cancer and **c**, **d** renal cancer, following treatment with DT2216 for 48 h. Representative histograms showing BCL-X_L_ levels in TI-Tregs or TI-Tconvs from human **a** breast cancer and **c** renal cancer; **b**, **d** MFI of BCL-X_L_ in the indicated TI-T cells ± s.d. (*n* = 4 biological replicates). **e**, **f** BCL-X_L_ levels in TI-Tregs in ex vivo slice cultures from MC38 colon adenocarcinoma following treatment with the DT2216 for 48 h. **e** Representative histogram showing BCL-X_L_ levels in TI-Tregs and **f** MFI of BCL-X_L_ in the indicated T cells ± s.d. (**f**, *n* = 3 biological replicates). **g** BCL-X_L_ expression in murine cancer cell lines including MC38 and Renca, following treatment with DT2216 (*n* = 2 biological replicates). **h** BCL-X_L_ expression in murine tumors, including MC38 and Renca tumors, following in vivo treatment with DT2216 (*n* = 3 biological replicates, mean ± s.d.).

To study the role of BCL-X_L_ in the tumor immune microenvironment, we chose several cell lines with which to produce syngeneic tumor models (MC38 for colon adenocarcinoma, 4T1 and Py8119 for breast cancer, and Renca for renal cancer). These cell lines express various levels of VHL, CRBN, BCL-X_L_, BCL-2, and MCL-1 (Supplementary Figs. 4e and 12). The DT2216 (ref. ^16^) and PZ15227 (a second BCL-X_L_ PROTAC that targets BCL-X_L_ to the CRBN E3 ligase for polyubiquitination and degradation)^18^ treatments each resulted in dose-dependent reduction of BCL-X_L_ levels (Fig. 2g and Supplementary Figs. 4f, 13, and 14). Treatment of mice bearing tumors originated from MC38 and Renca cells with DT2216 resulted in reduced BCL-X_L_ levels in the tumors, regardless of whether the mice were wild-type (WT) (Fig. 2h and Supplementary Fig. 13) or immunodeficient (NOD-SCID and null for IL-2 receptor gamma (NSG)) (Supplementary Figs. 4g and 14).

### Degradation of BCL-X_L_ within TI-Tregs induces anti-tumor immunity

As we have seen efficient degradation of BCL-X_L_ by its PROTACs, we first checked whether the mouse cell lines are sensitive to BCL-X_L_ PROTACs. We found that in vitro treatment of MC38, Renca, Py8119, or 4T1 cells with DT2216 or PZ15227 had little effect on cell survival (Supplementary Fig. 5a, b). This is because these cell lines also express the anti-apoptotic proteins BCL-2 and MCL-1 (Supplementary Fig. 4e), and thus are not solely dependent on BCL-X_L_ for survival, as confirmed by a BH3-pairing assay using inhibitors specific for BCL-2, BCL-X_L_, and MCL-1 (Supplementary Fig. 5c–f). BCL-X_L_ deficiency, caused by either treatment with DT2216 or genetic knockout (KO), influenced neither apoptosis nor colony-forming efficiency of cancer cells in vitro (Supplementary Fig. 5g–i).

Although BCL-X_L_ PROTACs did not kill the above cancer cells in vitro, DT2216 treatment resulted in significantly reduced tumor growth of the tested models—including Renca (Fig. 3a), MC38 (Fig. 3b), and Py8119 (Fig. 3c) tumors in WT immunocompetent mice. A similar result was observed in the Renca model after treatment with PZ15227 (ref. ^18^) (Fig. 3a). Notably, CRISPR/Cas9-mediated KO of BCL-X_L_ in Renca cells resulted in a much smaller reduction in tumor growth (Supplementary Figs. 6a and 15). Also, DT2216 lost its tumor-inhibitory effect in the same tumor cell lines when injected into NSG mice, which lack T and B lymphocytes, as well as natural killer cells (Fig. 3d, e). Collectively, our results suggest that DT2216 exerts its antitumor activity via a mechanism that is dependent on immune cells. We found that depletion of CD8^+^ T cells abrogated the DT2216-mediated tumor inhibitory effect (Fig. 3f and Supplementary Fig. 6b), supporting the notion that DT2216-mediated inhibition of tumor growth in syngeneic models is via CD8^+^ T cells.

**Fig. 3:**
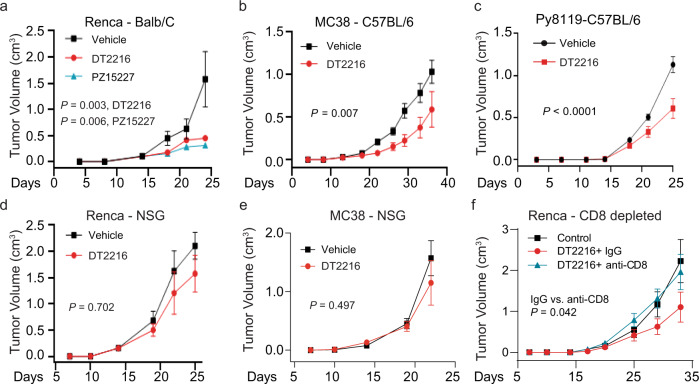
Depleting the tumor microenvironment of BCL-X_L_ reduces tumor growth in a CD8^+^ T cell-dependent manner. **a**–**c** Effect of treatment with DT2216 on tumor growth from syngeneic immunocompetent mouse models. **a** Renca tumor volume ± s.e.m in Balb/C mice (*n* = 6 biological replicates) treated with DT2216, PZ15227, or vehicle; **b** MC38 tumor volume ± s.e.m. in C57BL/6j mice (*n* = 10 biological replicates) treated with DT2216 or vehicle; and **c** Py8119 tumor volume ± s.e.m. in C57BL/6j female mice (*n* = 6 biological replicates) treated with DT2216 or vehicle. **d**, **e** Effect of treatment with DT2216 on tumor growth from immunodeficient NSG model. **d** Renca (*n* = 6 biological replicates) or **e** MC38 (*n* = 10 biological replicates) tumor volume ± s.e.m in NSG mice treated with vehicle or DT2216. **f** Graph depicting Renca tumor volume ± s.e.m. in Balb/C mice (*n* = 8 biological replicates) following antibody-mediated depletion of CD8 (see Supplementary Fig. 6b) or control (IgG), and treated with DT2216 similarly as in **a**. A two-sided two-way ANOVA was performed for all tumor growth curves with *P* values for the interaction between the curves indicated.

### Degradation of BCL-X_L_ leads to the reduction of TI-Tregs and activation of CD8^+^ T cells

To determine the extent to which BCL-X_L_ depletion affects the immunosuppressive environment of tumors, we profiled lymphocytes of MC38 tumor-bearing mice in Fig. 3b by flow cytometry (Supplementary Fig. 7a). The percentages of lymphocytes in the spleen, draining lymph node (DLN), and tumors were assessed in mice that had been treated once weekly for 3 weeks with DT2216 after tumors were palpable. DT2216 treatment significantly reduced the frequency of TI-Tregs in both the DLN and tumors; it did so to a lesser extent in the spleen (Fig. 4a). To determine whether this DT2216-mediated Treg depletion was due to increased apoptosis, we injected MC38 tumor-bearing mice with a fluorescent probe that detects active caspases. A significant increase in median fluorescence intensity (MFI) was observed in TI-Tregs upon DT2216 treatment (Fig. 4b and Supplementary Fig. 7b, c), indicative of active caspases. DT2216 treatment did not significantly affect the frequency of TI, PB, and splenic Tconv cells (Fig. 4c) or that of TI-Tconv and TI-CD11B^+^ myeloid cells in which caspases were active (Fig. 4d and Supplementary Fig. 7b, d, e). Splenic cells, including Treg, Tconv, CD8^+^ T, and CD11B^+^ myeloid cells, however, exhibited minimal caspase activation with or without DT2216 treatment (Supplementary Fig. 7f). CD39^+^ TI-Tregs—shown to have suppressive capacity when undergoing apoptosis^26^—exhibited similar levels of cell death after DT2216 treatment (Supplementary Fig. 7g).

**Fig. 4:**
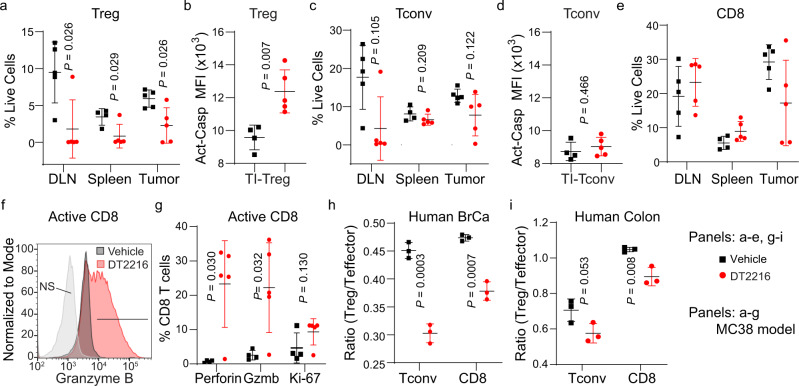
Depleting the tumor microenvironment of BCL-X_L_ leads to an apoptosis-induced decrease in the number of TI-Tregs. **a** Percentage of Tregs following treatment with the BCL-X_L_ targeting PROTAC DT2216 (or vehicle) in the draining lymph nodes (DLN), spleens, and tumors from MC38 tumor-bearing mice. **b** Amount of pan-caspase labeling in TI-Tregs from MC38 tumor-bearing mice following treatment with DT2216 (or vehicle) as assessed by flow cytometry. MFI of pan-caspase activation probe is shown. **c**–**e** Percentages of Tconv (**c**) and CD8^+^ T (**e**) cells following treatment with DT2216, and **d** amount of caspase labeling in TI-Tconv cells. **f** Representative histogram showing levels of granzyme B (Gzmb) in TI-CD8^+^ T cells from MC38 tumor-bearing mice treated with DT2216 (or vehicle). **g** Number of perforin^+^, granzyme B (Gzmb)^+^, or Ki-67^+^ TI-CD8^+^ T cells from MC38 tumor-bearing mice following treatment with DT2216 (or vehicle); **a**, **c**, **e**, and **g**: *n* = 5 biological replicates for DLN and tumors, *n* = 4 biological replicates in control, and *n* = 5 in DT2216 group for spleen; **b** and **d**: *n* = 4 biological replicates in control and *n* = 5 in DT2216 group. **h**, **i** Ratios of TI-Treg/TI-Tconv or TI-Treg/TI-CD8^+^ T cells in (**h**, *n* = 3 biological replicates) human breast cancer slice sections or (**i**, *n* = 3 biological replicates) in human colon cancer slices, after ex vivo treatment with DT2216 (25 nM, or vehicle). Shown are the mean ± s.d. Two-sided unpaired *t* test was performed, with *P* values indicated.

Although DT2216 had a small effect on the frequency on total CD8^+^ T cells (Fig. 4e), a significant increase in the activation of these cells was indicated by the presence of granzyme B (Gzmb)^+^ and perforin^+^ CD8^+^ T cells (Fig. 4f, g and Supplementary Fig. 7h) without significant change of Ki-67^+^ proliferative cells (Fig. 4g). Similar increase of Gzmb^+^ CD8^+^ T cells was also seen in blood and DLN from tumor-bearing mice, but not spleen and other non-draining lymph nodes (NDLN) after DT2216 treatment (Supplementary Fig. 7i). This finding supports the notion that treatment with DT2216 leads to an immune active tumor microenvironment due to the elimination of TI-Tregs, resulting in tumor-specific CD8 T cell activation as seen from tumor, blood, and DLNs.

TI-Treg depletion by DT2216 was confirmed in ex vivo cancer slice cultures generated from mouse Py8119 BrCa (Supplementary Fig. 7j) or mouse Renca renal tumors (Supplementary Fig. 7k), as well as human BrCa (Fig. 4h) and CRC (Fig. 4i). Moreover, this immune-related tumor-inhibitory phenotype is specific to BCL-X_L_ degradation, given that inhibition of BCL-2 with BCL-2-specific inhibitor ABT-199 (ref. ^10^), which did not cause an increase in the activation of TI-CD8^+^ T cells (Supplementary Fig. 7l), did not inhibit the growth of MC38 or Renca tumors, even with daily administration of much higher doses than DT2216 (Supplementary Fig. 7m, n). The impact of DT2216 was minimal to the majority of myeloid cell populations in tumor-bearing mice, including granulocytic or monocytic MDSC (CD11b^+^Ly6G^+^ G-MDSC or CD11b^+^Ly6C^+^Ly6G^−^ M-MDSC), macrophages (F4/80^+^), dendritic cells (CD11c^+^MHCII^+^ DC), or CD8^+^ DCs, with the exception of DC where DT02216 treatment led to slightly decreased TI-DC population (Supplementary Fig. 8a–d).

Treatment with DT2216 had no global effect on the overall levels of Treg, CD4^+^ Tconv, CD8^+^ T, NK cells, and B cells from various tissues within non-tumor bearing mice (Supplementary Fig. 9a–e), nor did we see significant difference in CD8 T cell memory and effector sub-populations from these tissues (Supplementary Fig. 9f–i), defined by CD45RA and CCR7 (Supplementary Fig. 2a, b). There was a slight increase of thymic Tregs (Supplementary Fig. 9a). These findings suggest that DT2216 may selectively deplete TI-Treg in an individual tumor/mouse-dependent manner.

Serum IgM and IgG levels were not altered by DT2216 treatment either from normal or tumor-bearing mice after an extended treatment of 5 weeks (Supplementary Fig. 9j, k), as compared with the elevated levels from pristane-treated mice (Supplementary Fig. 9j, k). PB-Tregs, -Tconv, or -CD8^+^ T cells from non-tumor-bearing mice (Supplementary Fig. 9l, top), or total Tregs from the blood, lymph nodes, or spleens of non-tumor-bearing mice (Supplementary Fig. 9l, bottom) remained unaltered by DT2216. Histological analysis did not reveal tissue damage in the lung, pancreas, or intestines of Renca-tumor-bearing mice treated with either DT2216 or PZ15227 (Supplementary Fig. 9m), indicating that Treg depletion and CD8^+^ T cell activation are relatively specific to the tumor microenvironment rather than being systemic and that targeting BCL-X_L_ by PROTACs is a relatively safe and effective way to treat cancer. However, further studies are needed to examine whether DT2216 treatment causes any other autoimmune pathology in the organs such as liver, skin, and other organs as seen in *Foxp3*^*−*^ mice^27^ to ensure the safety of DT2216 before it can be translated into the clinic.

## Discussion

Our results reveal that targeting BCL-X_L_ has the potential to improve cancer immunotherapy. This can be achieved pharmacologically by applying PROTACs that target BCL-X_L_ for ubiquitination (and thereby for proteasome-mediated degradation) within the tumor microenvironment, but these PROTACs cannot eliminate platelets because the expression of VHL or CRBN in platelets is minimal^16,18^. Degradation of BCL-X_L_ by PROTACs reduces the frequency of TI-Tregs by inducing apoptosis, resulting in the activation of TI-CD8^+^ T cells. This leads to the inhibition of tumor growth without significant induction of serum immunoglobulins and/or detectable tissue damage from lung, intestine, and pancreas. Interestingly, a recent report from Dr. Zou group found that the apoptotic Tregs were able to induce a strong immune suppression via the CD39/CD73-mediated conversion of ATP to immunosuppressive metabolite adenosine in human ovarian cancers^26^. In the current study, we determined the kinetics of DT2216-induced caspase activation within TI-Tregs and found that caspase activation was detectable at 24 h after DT2216 treatment of MC38 tumor-bearing mice, but completely disappeared after 48 h of treatment (Supplementary Fig. 10a, b), supporting the rapid clearance of these apoptotic TI-Tregs within tumor microenvironment. Apoptotic clearance by monocytes/macrophages is believed to be an event starting from earlier stages of apoptotic induction^28,29^. Ly6C^+^ monocytes or tumor-associated macrophages (TAMs) are much more abundant populations in most cancer models and human cancers than TI-Tregs. The battle between the clearance of apoptotic Tregs and the maintenance of Treg-suppressive functions—in our case—clearly favors the clearance of apoptotic TI-Tregs.

As shown in the immune checkpoint inhibitor therapies, it is likely that BCL-X_L_ PROTAC-based immunotherapy will be effective in a subset of cancer patients. It will be important to identify the relevant populations, as well as cancer types that are susceptible to this treatment, before clinical trials with BCL-X_L_ PROTACs are considered. Cancer types that are likely to be most susceptible to treatment with DT2216 include: (1) those in which TI-Tregs are critical for immune regulation and cancer progression; and (2) those that rely on BCL-X_L_ for survival and in which high BCL-X_L_ levels and poor outcome are positively correlated. Cancer types that rely on TI-Tregs for their progression include several common ones, for example cervical, renal, ovarian, melanoma, pancreatic, gastric, and breast cancers. In these cancer types, DT2216 may be able to eliminate TI-Tregs and thereby boost immunity against cancers^30^. To identify cancer types that rely on BCL-X_L_ for survival, we used our recently developed cloud-based application^31^ to perform a bioinformatics-based search of the Cancer Genome Atlas (TCGA) protein dataset. We found that BCL-X_L_ levels correlated significantly with hazard ratios (HR) within renal, melanoma, breast, and cervical cancers, as well as sarcomas and low-grade gliomas. These are cancers for which DT2216 treatment might lead to direct killing of cancer cells and/or sensitization to anti-tumor immunity (Supplementary Fig. 11). The expression of VHL and CRBN suggests that the choice of E3 ligase will also be critical in selecting BCL-X_L_ PROTACs. For example, VHL is frequently lost in certain cancer types, such as RCC; in such cases, a different E3 ligase such as CRBN would be more appropriate. This study provides the rationale and a proof-of-principle to eliminate Tregs within tumors by targeting and degrading an intracellular pro-survival factor BCL-X_L_. BCL-X_L_ PROTACs may provide additional choice for cancer immunotherapies particularly within cancer patient populations that cannot be treated by the current cancer immunotherapies due to low efficacy or immune toxicity.

## Methods

### Human tissue collection, isolation of mononuclear cells, and sorting for scRNA-seq

Paired blood and primary ccRCC along with matched normal kidney parenchyma samples were obtained from the University of Iowa Tissue Procurement Core and GUMER repository through the Holden Comprehensive Cancer Center from de-identified three subjects (with an age range of 67–74 years old) previously provided written consent approved by the University of Iowa Institutional Review Board (IRB) under the IRB number 201304826 and conducted under the Declaration of Helsinki Principles. Tumor grades were histologically determined by a pathologist. Primary tumor stages for Patient 1 and Patient 2 were reported as pT1b without extension, while Patient 3 was reported as pT3a with renal vein invasion. Other human tissues were collected under IRB protocol: 201901677 that was approved by the University of Florida Institutional Review Board as non-human subject protocol, including all tissues for ex vivo culture of tumor slice sections. Tumor samples were dissociated into single cells via enzymatic and mechanical dissociation using the Human Tumor Dissociation Kit (Miltenyi Biotec, Auburn, CA). CD45^+^ cells were isolated from single-cell suspensions using the SepMate FITC Positive Selection Kit (StemCell Technologies, Vancouver, Canada). Mononuclear cells were isolated from PB samples by density gradient using SepMate Tubes (StemCell Technologies) and Lymphoprep density gradient media (StemCell Technologies). CD45^+^ immune cells were further sorted on a FACS ARIA sorter (BD Biosciences, San Jose, CA) for lymphoid and myeloid cells and remixed at a 3:1 ratio. Cell viability was assessed by MoxiGoII counter (Orflo Technologies, Ketchum, ID) and resuspended at 1000 cells/µl with >90% viability.

### RNA-seq 10X Genomics library preparation, sequencing, and alignment

Single-cell library preparation was carried out as per the 10X Genomics Chromium 5ʹ library and Gel Bead Kit Version 2 (10X Genomics, Pleasanton, CA). Following cDNA amplification, quality control and quantification were performed on the Agilent 2100 Bioanalyzer using the DNA high Sensitivity Chip (Agilent Technologies, Santa Clara, CA). Pooled Libraries were run on separate lanes of a flow cell using the Illumina HiSeq 4000 in the University of Iowa Genomics Division. Basecalls were converted to FASTQ files using the Illumina bcl2fastq software and aligned to human genome (GRCh38) using the CellRanger v2.2 pipeline as described previously^32^. Cells were quality checked for total expression of mitochondrial reads. Cells with <200 or >5000 unique genes were filtered out.

### Single-cell RNA normalization and analysis

The single-cell RNAseq data were normalized by scaling the unique molecular identifier (UMI) counts per cell to 10,000 and the data were Napierian log(*n* + 0.1) transformed. Clustering was performed using the Seurat R package (V2.3.4) and the data were normalized across the three patients to correct for patient variability using the canonical correlation process^33^. Dimensional reduction using the top 20 calculated dimensions and resolution of 1.2 was done to generate the tSNE plot. The predicted cell type for each cluster was determined by examining the expression levels of a set of canonical markers for each cell type and by correlating the cluster mean expression to immune cell signatures from human primary cell atlas dataset using the SingleR R package V0.2.0 (ref. ^34^). A fold change in the expression of BCL-2 family genes between TI T cells and PB-T cells was determined by comparing the average Napierian log(*n* + 0.1)-transformed counts for BCL2 family member genes for each of the four clusters of TI cells identified as CD8^+^ T cells to the single-cluster PB cells identified as CD8^+^ T cells, the average Napierian log(*n* + 0.1)-transformed counts of the single cluster of TI cells identified as CD4^+^ T cells to each of the three clusters of PB cells identified as CD4 T cells, and TI cells to the PB cells in the cluster identified as Tregs. The fold change values were used to generate a heat map using GraphPad Prism Software (GraphPad Software, San Diego, CA). scRNAseq data for human HCC data from GSE98638 (ref. ^19^) underwent the same processing and quality control procedures. The average Napierian log(*n* + 0.1) expression of BCL2 family genes in all TI CD8^+^, TI CD4^+^, and TI Tregs were compared to their PB counterparts and a heatmap of the Napierian log-fold change for each gene was made using GraphPad Prism Software. Violin plots of the expression of genes in TI and PB Tregs were generated using monocle 2R Package.

### Bulk RNA sequencing and analysis

Mouse MC38 tumors were enzymatically and mechanically dissociated to form single-cell suspensions using the Mouse Tumor Dissociation Kit (Miltenyi Biotec) and mononuclear cells were isolated by density gradient using SepMate Tubes and Lymphoprep (StemCell Technologies). Single-cell suspension of splenic cells was obtained by pressing spleens from the same tumor bearing mice through a 40-µm nylon strainer and lysing red blood cells using ACK lysis buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA). Cells were then stained with mouse anti CD45-FITC (clone 30F.11; Biolegend), CD3-APC (clone 17A2, Biolegend), CD4 (clone GK1.5; Biolegend), CD25-PE-Cy5 (clone PC61, Biolegend), and glucocorticoid-induced TNFR-related (GITR, clone DTA1; Biolegend) and Fixable, Viability Dye (FVD)-eFluor (EF) 780 (eBioscience from Thermo Fisher Scientific, San Diego, CA). All antibodies were used here at 1:100 dilution for flow cytometry. Live Tregs (CD4^+^GITR^+^CD25^+^) were sorted using a BD LSRFortessa SORP (BD Biosciences, San Jose, CA), into RLT buffer and RNA was isolated using the RNeasy Plus Micro Kit (Qiagen, Hilden, Germany). Ribosomal RNA was depleted using the NEBNext Ultra II rRNA depletion Kit (New England Biolabs, Ipswich, MA) and libraries were generated using the NEBNext Ultra II RNA Library Prep Kit (New England Biolabs). Libraries were sequenced on a NextSeq 500 1 × 75 base pairs at an approximate read depth of 30 million reads per library. Samples were aligned with the kallisto pseudoalignment protocol and mm10 build for the mouse genome to produce estimated counts^35^. Counts were then processed using the sleuth R package (v0.30.0)^36^ aggregating based on gene symbol. Expression values were transformed into log2(*n* + 1) values.

### Chemical synthesis

DT2216 (ref. ^16^) and PZ15227 (ref. ^18^) were synthesized as described previously.

### Ex vivo culture of tumor slice sections

De-identified human tumor samples were obtained from the Clinical and Translational Science Institute Biorepository at the University of Florida under the IRB approved study number IRB201901677. Fresh human or mouse tumor samples were encased in 3% agarose and cut into 300-µm-thick sections using a Compresstome VF-300 OZ (Precision Instruments, Greenville, NC). Sections were cultured in 12-well plates in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin, and 100 µg/ml streptomycin. Alternating slices were grouped and treated with different concentrations of DT2216 (25 nM, 50 nM, and/or 100 nM) or vehicle alone and cultured at 37 °C and 5% CO_2_ for 48 h. Tumor slice samples were dissociated into single cells via enzymatic and mechanical dissociation using the Human Tumor Dissociation Kit (Miltenyi Biotec), following with flow cytometry to quantitate different populations of immune cells.

### Cell lines and cell culture

MC38 mouse colon carcinoma cells (Kerafast Inc., Boston, MA) were maintained in DMEM supplemented with 10% FBS, 1 mM glutamine, 0.1 M non-essential amino acids (Thermo Fisher, Waltham, MA), 1 mM sodium pyruvate, 10 mM HEPES, 100 U/ml penicillin, and 100 µg/ml streptomycin. 4T1 mouse mammary carcinoma cells and Renca mouse renal carcinoma cells were purchased from American Type Culture Collection (ATCC) and cultured in RPMI medium supplemented with 10% FBS, 100 U/ml penicillin, and 100 µg/ml streptomycin. Py8119 mouse mammary carcinoma cells^37^ were obtained from Dr. Lesley Ellies at the University of California San Diego and cultured in DMEM supplemented with 10% FBS, 100 U/ml penicillin, and 100 µg/ml streptomycin. All cells were cultured at 37 °C and 5% CO_2_ in a humidified incubator.

### CRISPR/CAS9-mediated KO and viability assay

BCL-X_L_-KO MC38 and Renca cells were generated by transient transfection of Cas9 protein-guide RNA complex into parental cells, followed by single clone section and immunoblot to confirm KO of BCL-X_L_ following the instruction (Synthego). The guide RNA used for BCL-X_L_ KO is 5′-AUACUUUUGUGGAACUCUAU-3′.

Cells were plated in 96-well plates at a density of 3 × 10^3^ to 5 × 10^3^ cells per well and cultured overnight. Cells were treated with increasing concentrations of DT2216, PZ15227, ABT199, a BCL2 specific inhibitor^10^ (LC laboratories), A1155463, a BCL-X_L_ specific inhibitor^38^ (Selleck Chemicals, Houston, TX), ABT263, a BCL-2/BCL-X_L_ dual inhibitor^9^ (Selleck Chemicals) or S63845, a MCL-1 selective inhibitor^12^ (Selleck Chemicals) for 72 h. Cell viability was measured by tetrazolium-based MTS assay as described previously^16^. Briefly, MTS reagent (Promega, Madison, WI) was supplemented with phenazine methosulfate (Sigma-Aldrich, St. Louis, MO) at a 20:1 ratio and 20 µl was added to each well and incubated for 4 h at 37 °C. Absorbance was measured at 490 nm using a Synergy Neo2 multimode plate reader (Biotek, Winooski, VT) and cell viability was determined for each well. The data were expressed as the average percent of viable cells and fitted in non-linear regression curves using Prism software (GraphPad Software).

### Animal studies

All animal studies were approved by the University of Florida Institutional Animal Care and Use Committee (IACUC) under protocol 201810399. All animals were housed in a pathogen-free Association for Assessment and Accreditation of Laboratory Animal Care accredited facility at the University of Florida and performed in accordance with IACUC guidelines. The room temperature is 21.1–23.3 °C with an acceptable daily fluctuation of 2 °C. Typically the room is 22.2 °C all the time. The humidity set point is 50% but can vary ±15% daily depending on the weather. The photoperiod is 12:12 and the light intensity range is 15.6–25.8 FC. C57BL/6 and Balb/C mice were purchased from Charles River Laboratories (San Diego, CA). NOD-SCID interleukin-2 receptor gamma null (NSG) mice were purchased from Jackson Laboratories (Bar Harbor, ME). For all studies involving DT2216 or PZ15227 (ref. ^16^), the compounds were formulated in 50% phosal PG, 45% miglyol 810N, and 5% polysorbate 80 and administered via intraperitoneal (i.p.) injection. ABT199 (LC Laboratories, Woburn, MA) was formulated in 60% phosal 50 PG, 30% PEG 400, and 10% ethanol and administered 5 consecutive days per week by oral gavage. For studies in non-tumor bearing mice, 6–8-week-old C57BL/6 mice were treated once weekly with DT2216 at 7.5 mg/kg body weight or vehicle alone. Blood samples were taken just before each treatment and 24 h later. For syngeneic tumor models, 1 × 10^5^ cells (MC38 and Renca) or 500 cells (for Py8119) were resuspended in 50% phosphate buffered saline (PBS), 50% Matrigel (Corning Inc., Corning, NY), and implanted into 6–8-week-old C57BL/6 (MC38, s.c.; and Py8119, intra mammary fatpad), Balb/C (Renca, s.c.), or NSG mice. Tumor growth was monitored daily and measured twice weekly with calipers and volume was determined using the formula ½ (*L* × *W*^2^). Once the largest tumors reached 0.5 cm in diameter, mice were treated with 7.5 mg/kg body weight DT2216 by i.p. injection once weekly, or with 30 mg/kg body weight of PZ15227 by i.p. injection every 4 days. For BCL-2 inhibitor study, once the largest tumors reached 0.5 cm in diameter, mice were treated with 100 mg/kg ABT199 5 days per week by oral gavage. Mice were euthanized in accordance with IACUC protocol once the largest tumors reached 2 cm in diameter and tissues were collected for further analysis.

For non-tumor bearing mice, 8-week-old mice were treated with 7.5 mg/kg body weight DT2216 by i.p. injection once weekly for upto 5 weeks when tissues were collected for analysis.

### Flow cytometry

Mouse tumors were excised and ~200 mg of tumor tissue was enzymatically and mechanically digested using the mouse Tumor Dissociation Kit (Miltenyi Biotec) to obtain a single-cell suspension. Human tumor samples and sections were enzymatically and mechanically digested using the human Tumor Dissociation Kit (Miltenyi Biotec) to obtain single-cell suspension. Red blood cells were lysed using ACK lysis buffer and mononuclear cells were isolated by density gradient using SepMate Tubes (StemCell Technologies) and Lymphoprep density gradient media (StemCell Technologies). Mouse cells were then washed and incubated with combinations of the following antibodies; anti-mouse CD62L-BV785 (clone MEL-14), anti-mouse MHCII I-A/I-E-BB515 (Clone 2G9, BD Biosciences, 1:400), anti-mouse CD11B-PEdazzle (clone M1/70, 1:200), anti-mouse CD45-AF532 (clone 30F.11), anti-mouse CD3-APC (clone 17A2), anti-mouse CD8-BV510 (clone 53-6.7), anti-mouse CD4-BV605 (clone GK1.5), anti-mouse NK1.1-AF700 (clone PK136), anti-mouse CD69-SB436 (clone H1.2F3, eBioscience), anti-mouse CD279 (clone-PerCP-EF710, eBioscience Inc), anti-mouse CD366-PacBlue (clone B8.2c12), anti-mouse CD11C-PE-Cy7 (clone N418), anti-mouse Ly6G-FITC (clone IA8), anti-mouse Ly6C-BV711 (clone HK1.4), anti-mouse F4/80-BV650 (clone BM8), anti-mouse CD80-BV480 (clone 16-10A1, BD Biosciences), anti-mouse CD25-PE-Cy5 (clone PC61) plus FVD-eFluor-780 (eBioscience) and mouse FcR blocker (anti-mouse CD16/CD32, clone 2.4G2, BD Biosciences). After surface staining, cells were fixed and permeabilized using the FOXP3/Transcription Factor Staining Buffer Set (eBioscience). Cells were stained with a combination of the following antibodies: anti-mouse FOXP3-APC (clone FJK-16S, 1:50, eBioscience), anti-mouse Granzyme B-Pacific Blue (clone GB11), anti-mouse Perforin-PE (clone S16009B), anti-mouse Ki-67-PerCP-Cy5.5 (clone 16A8), and anti-mouse/human BCL-X_L_-PE (clone S486, 1:50, Cell Signaling Technologies, Danvers, MA). Human cells were stained with a combination of the following antibodies: anti-human CD45-BV510 (clone H130), anti-human CD3-AF700 (clone HIT5a), anti-human CD4-BV421 (clone OKT4), anti-human CD8-BV711 (clone RPA-T8), anti-human CD127-BV605 (clone A019DS), anti-human CD25-PE-Cy7 (clone MA251) plus FVD-eFluor-780 (eBioscience) and human FcR blocking Reagent (StemCell Technologies). Anti-human CD45RA (clone: HI100) and anti-human CCR7 (clone: G043H7) were included for the effector/memory analysis for different populations of PB and TI T cells. Cells were washed then fixed and permeabilized using the eBioscience FOXP3/Transcription Factor Staining Buffer Set. Cells were further stained with a combination of the following antibodies: anti-human FOXP3-FITC (clone 206D), anti-mouse/human BCL-X_L_-PE (clone S486, Cell Signaling Technologies). Flow cytometry was performed on a 3 laser Cytek Aurora Cytometer (Cytek Biosciences, Fremont, CA) and analyzed using FlowJo software (BD Biosciences). All antibodies are from Biolegend, unless otherwise specified. Most antibodies were used at 1:100 dilution for flow cytometry, unless specified.

### NIR-FLIVO poly-caspase activity assay

MC38 tumor-bearing mice were treated with 7.5 mg/kg DT2216 or vehicle via i.p. injection; 24 h later, the mice were injected with 50 µl of NIR-FLIVO 690 caspase probe (ImmunoChemistry Technologies, Bloomington, MN) via i.v. injection per the manufacturer’s suggestion. Tumors and spleens were harvested after 4 h. Tumors were chemically and enzymatically digested using the mouse Tumor Dissociation Kit (Miltenyi Biotec) and mononuclear cells were isolated by density gradient using SepMate 50 tubes (StemCell Technologies) and lymphoprep (StemCell Technologies). Spleens were pressed though a 40-µm nylon strainer and red blood cells were lysed with ACK lysis buffer. Cells were incubated with the following antibodies: anti-mouse CD45-AF532 (clone 30F.11), anti-mouse CD3-APC (clone 17A2), anti-mouse CD4-BV605 (clone GK1.5), anti-mouse CD8 (clone MEL-14), CD11B-PE-dazzle (clone M1/70, 1:200), and FVD-eFluor-780. Cells were then fixed and permeabilized with eBioscience FOXP3/Transcription Factor Staining Buffer Set, following with intracellular staining of anti-mouse FOXP3-EF450 (FJK-16S, eBioscience, 1:50). Antibodies were used at 1:100 dilution for flow cytometry unless specified. Flow cytometry was performed on a 3 laser Cytek Aurora Cytometer (Cytek Biosciences, Fremont, CA) and analyzed using FlowJo software (BD Biosciences). All antibodies are from Biolegend, unless otherwise specified.

### Immunoblot

Cells or tumors samples were lysed with RIPA buffer (150 mM NaCl, 5 mM EDTA, 50 mM Tris pH 8.0, 1% sodium deoxycholate, 1% NP-40, 0.5% SDS) supplemented with 1 mM dithiothreitol and protease inhibitors. Cell lysates were then separated by SDS-PAGE and analyzed by standard western blotting protocol. Antibodies used were anti-BCL-X_L_ (Cell Signaling, 54H6, 1:1000), anti-MCL-1 (Cell Signaling, D35A5, 1:1000), a nti-BCL-2 (Cell Signaling, 50E3, 1:500), and anti-β-actin (Cell Signaling, 1:10,000).

### Statistical methods

All graphs, unless indicated otherwise, were made and statistical analysis done using Prism software (GraphPad Software). For comparison of tumor growth curves, a two-way analysis of variance (ANOVA) was performed. To compare the means of three or more groups, a one-way ANOVA was performed and comparisons between specific groups were done using Dunnett’s multiple comparison test. To compare the means of two groups, an unpaired *T* test was performed. For analysis of RNAseq expression data comparing the expression of genes between two groups, a two-tailed unpaired *T* test was performed with a Bonferroni correction. The precise *P* values were provided.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information File

Peer Review File

Reporting Summary

## Data Availability

We included analysis from publicly available datasets including: GSE89225 (ref. ^21^) and GSE98638 (ref. ^19^). The single-cell RNA sequencing result for renal cancer is deposited as GSE121638 and for the TI-Tregs from MC38 tumor model, it is deposited as GSE150420. The remaining data are available within the Article, Supplementary Information, or available from the authors upon request.

# Supplementary material for: Proteolysis-targeting chimera against BCL-XL destroys tumor-infiltrating regulatory T cells
**Source:** Nat Commun. 2021 Feb 24;12:1281. doi: 10.1038/s41467-021-21573-x
**Supplement:** Supplementary file 1 — Supplementary Information File

**Supplementary Information**

Proteolysis-targeting chimera against BCL-X_L_ destroys tumor-infiltrating regulatory T cells

Authors: Ryan Kolb^1,2,†^, Umasankar De^1,†^, Sajid Khan^3^, Yuewan Luo^1^, Myung-Chul Kim^1^, Haijun Yu^1^, Chaoyan Wu^1^, Jiao Mo^1^, Xin Zhang^3^, Peiyi Zhang^4^, Xuan Zhang^4^, Nicholas Borcherding^5^, Daniel Koppel^2,6^, Yang-Xin Fu^7^, Song Guo Zheng^8^, Dorina Avram^2,9,10^, Guangrong Zheng^2,4^, Daohong Zhou^2,3,*^, Weizhou Zhang^1,2,*^

^†^These authors contributed equally: Ryan Kolb and Umasankar De

^*^These authors jointly supervised this work: Daohong Zhou and Weizhou Zhang.

Running title: Targeting tumor-infiltrating Tregs for cancer therapy

**Supplementary Table 1. Statistics for the expression of BCL-2 family genes in TI-Tregs and splenic Tregs from MC38 tumor model.**

| Gene | Significant? | P value | Mean of Spleen | Mean of Tumor | Difference | SE of difference |
| --- | --- | --- | --- | --- | --- | --- |
| *Bcl2* | Yes | <0.000001 | 6.172 | 3.742 | 2.43 | 0.1782 |
| *Bcl2l1* | Yes | <0.000001 | 4.441 | 6.718 | -2.277 | 0.07499 |
| *Bcl2l2* | Yes | 0.000178 | 2.056 | 3.211 | -1.155 | 0.1892 |
| *Mcl1* | Yes | 0.000003 | 7.734 | 8.843 | -1.109 | 0.1085 |
| *Bcl2a1a* | Yes | <0.000001 | 1.401 | 5.977 | -4.576 | 0.2687 |
| *Bcl2l12* | No | 0.477723 | 2.771 | 2.869 | -0.09895 | 0.1336 |
| *Bax* | Yes | <0.000001 | 5.279 | 6.102 | -0.8227 | 0.05227 |
| *Bak1* | Yes | <0.000001 | 4.191 | 5.573 | -1.382 | 0.07846 |
| *Bok* | Yes | 0.000139 | 0.7015 | 3.021 | -2.319 | 0.3675 |
| *Bcl2l13* | No | 0.086341 | 3.112 | 3.198 | -0.08592 | 0.04463 |
| *Bcl2l14* | Yes | 0.008823 | 0.9233 | 1.988 | -1.065 | 0.3199 |
| *Bcl2l15* | Yes | 0.002211 | 0.725 | 0.2764 | 0.4486 | 0.1061 |
| *Bnip2* | Yes | <0.000001 | 5.225 | 6.258 | -1.033 | 0.06708 |
| *Bad* | Yes | <0.000001 | 3.207 | 4.386 | -1.179 | 0.07819 |
| *Bbc3* | Yes | 0.000521 | 4.389 | 3.802 | 0.5872 | 0.1116 |
| *Bcl2l11* | No | 0.23571 | 5.638 | 5.818 | -0.1806 | 0.1421 |
| *Bid* | No | 0.085585 | 3.93 | 3.776 | 0.1543 | 0.07993 |
| *Bmf* | Yes | 0.009867 | 1.825 | 2.798 | -0.9735 | 0.2988 |
| *Bik* | No | 0.780905 | 0.9944 | 0.946 | 0.04837 | 0.1688 |
| *Bnip1* | No | 0.053678 | 3.585 | 3.836 | -0.2505 | 0.1129 |
| *Bnip3* | Yes | <0.000001 | 2.052 | 7.795 | -5.743 | 0.2081 |
| *Bop1* | No | 0.507229 | 4.725 | 4.671 | 0.05408 | 0.0783 |
| *Pmaip1* | Yes | <0.000001 | 3.538 | 5.135 | -1.597 | 0.1353 |

Related to Figure 1b.

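The table sets the mean log2(n + 1) of spleen Tregs against that of TI-Tregs, and its difference is spleen minus tumor, so a negative value marks a gene that is higher in TI-Tregs. Computed from the deposited values with 6 spleen and 5 tumor libraries of both genotypes pooled, the means matched the paper's to the last printed digit for 23 of the 23 genes in each tissue, and so did 23 differences and 23 standard errors with a variance pooled over both tissues. The paper's means for Bcl2l1 are 4.441 and 6.718, and its standard error is 0.07499. An exact two-sided permutation test of each gene over all splits of the 11 libraries into 6 and 5 gave the smallest possible p, 0.0043, for 15 of the 23 genes, and 16 genes passed 0.05 after Benjamini-Hochberg adjustment over the list alone. The 16 genes called by limma are the same genes that the table marks as significant. With a Bonferroni correction over the 23 genes, 14 genes passed in the limma fit. Bcl2l14 (adjusted p = 0.054) and Bmf (adjusted p = 0.064) did not, and Bcl2l15 was at an adjusted p of 0.044 (limma with Bonferroni correction).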

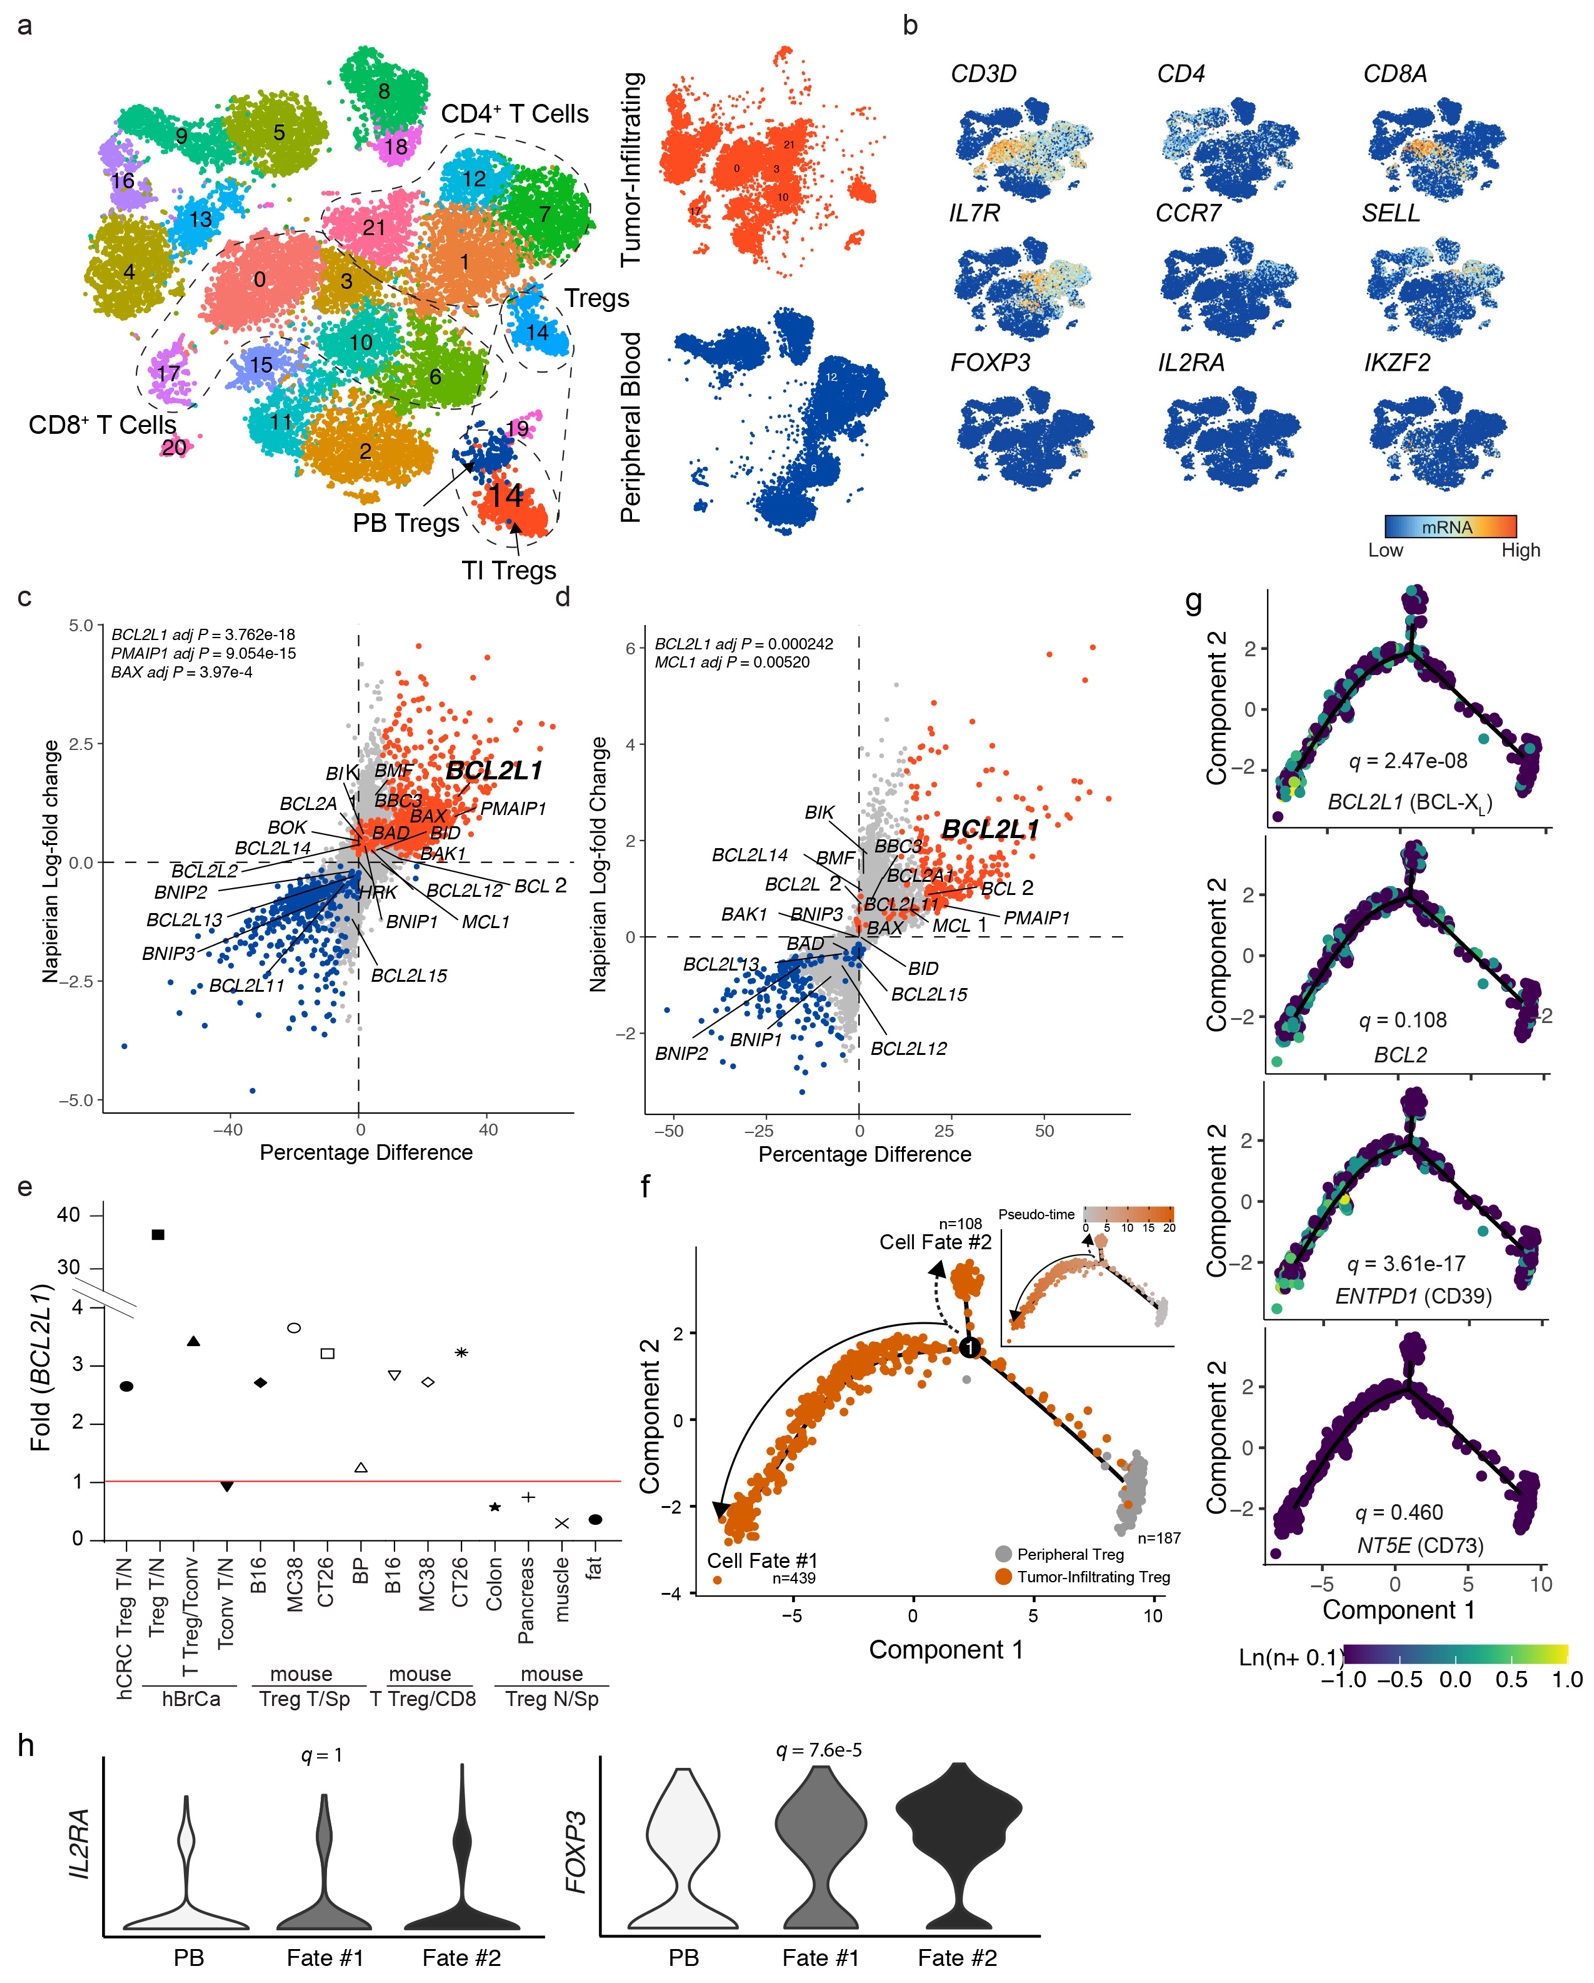

**Supplementary Figure 1. BCL-X_L_ levels are higher in tumor-infiltrating (TI) Tregs than Tregs from peripheral blood (PB).** a. tSNE plot of immune cells from 3 ccRCC tumors with immune cells from paired peripheral blood (PB) of the same patients (GSE121638: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121638>). The dotted black line separates major T cell subtypes. A total 22 clusters are depicted and the Treg cluster 14 includes both TI- and PB-Tregs. b. tSNE projection with highlighted expression of T cell markers used to define sub-populations of T cells. c-d. Graphs depicting the log-fold change and percent difference in the number of cells that express each gene in TI-Tregs *versus* PB-Tregs, as determined from scRNAseq of TI and PB lymphocytes from RCC (c) and HCC (GSE98638: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98638) (d) patients. Members of the *BCL2* gene family are indicated, with *BCL2L1* highlighted. Colored points are indicating genes that are significantly (Bonferroni-adjusted p-value < 0.05) upregulated (red) or downregulated (blue) in TI-Tregs. e. Linear fold difference in *BCL2L1* expression in Tregs from various species, tumor types, and normal tissues, relative to the indicated cell populations or the counterpart cell types from the spleen from published GEO dataset (GSE116347: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116347>). h, human; m, mouse; CRC, colorectal cancer; BrCa, breast cancer; T, tumor; Sp, spleen; N, normal tissues. All the mean fold differences are for pairs of tumor and normal tissue, pairs of tumor and spleen, or pairs of normal and spleen. Red line: fold = 1. f. Trajectory manifold of Tregs from the ccRCC using the Monocle 2 algorithm, solid and dotted lines represent distinct cell trajectories/fates defined by expression profiles. Number of Tregs within each cell fate is labelled (GSE121638). g. Cell trajectory projections of transcriptional changes for the indicated genes based on the manifold (GSE121638). h. Expression levels of *IL2RA* (CD25) and *FOXP3* at different Treg populations (GSE121638). PB: peripheral blood. (g-h). Significance is based on one-way ANOVA test between the 3 branches of Tregs with adjusted *P* values (*q*) indicated.

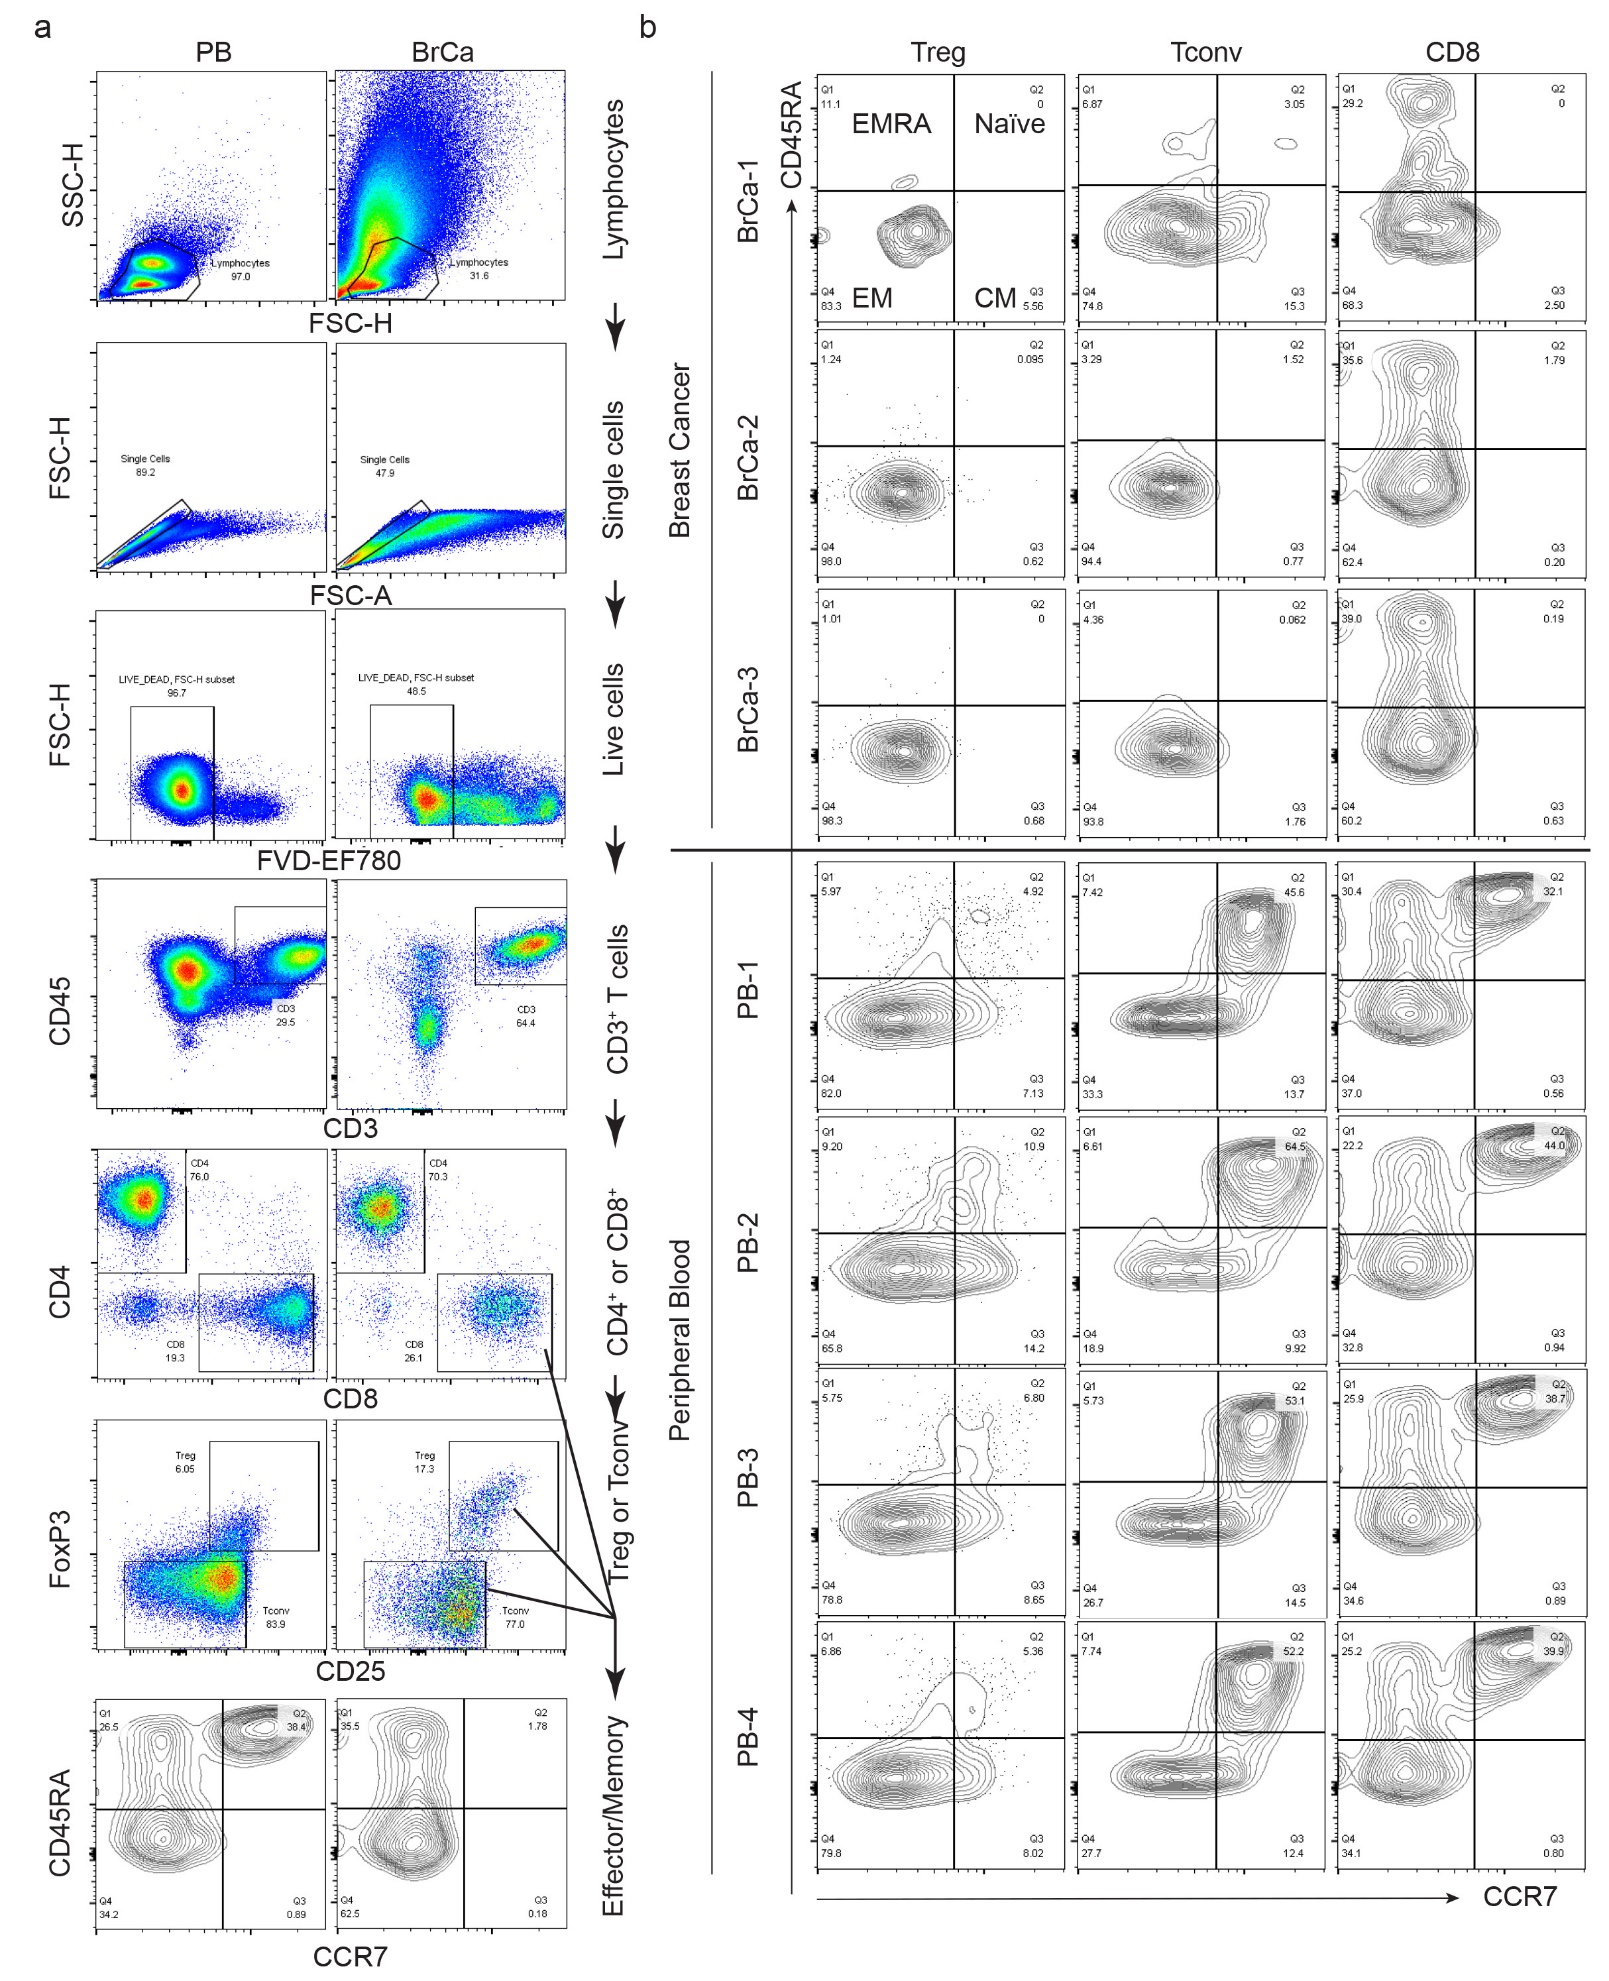

**Supplementary Figure 2. Gating scheme of flow cytometry in the human cancers.**

a. Gating scheme of flow cytometry for the identification of T cell populations in human cancers used in Fig. 1c-f, Fig. 2a-d, Fig. 4h-i and Supplementary Fig. 2b; 3a-b,d,h; 4b-d. b. Effector/memory phenotypes of T cell populations from 3 human breast cancer specimens and 4 human peripheral bloods based on CD45RA and CCR7 expression. FVD-EF780, fixable viability dye eFluor 780. PB, peripheral blood; BrCa, breast cancer; EMRA, effector; EM, effector memory; CM, central memory.

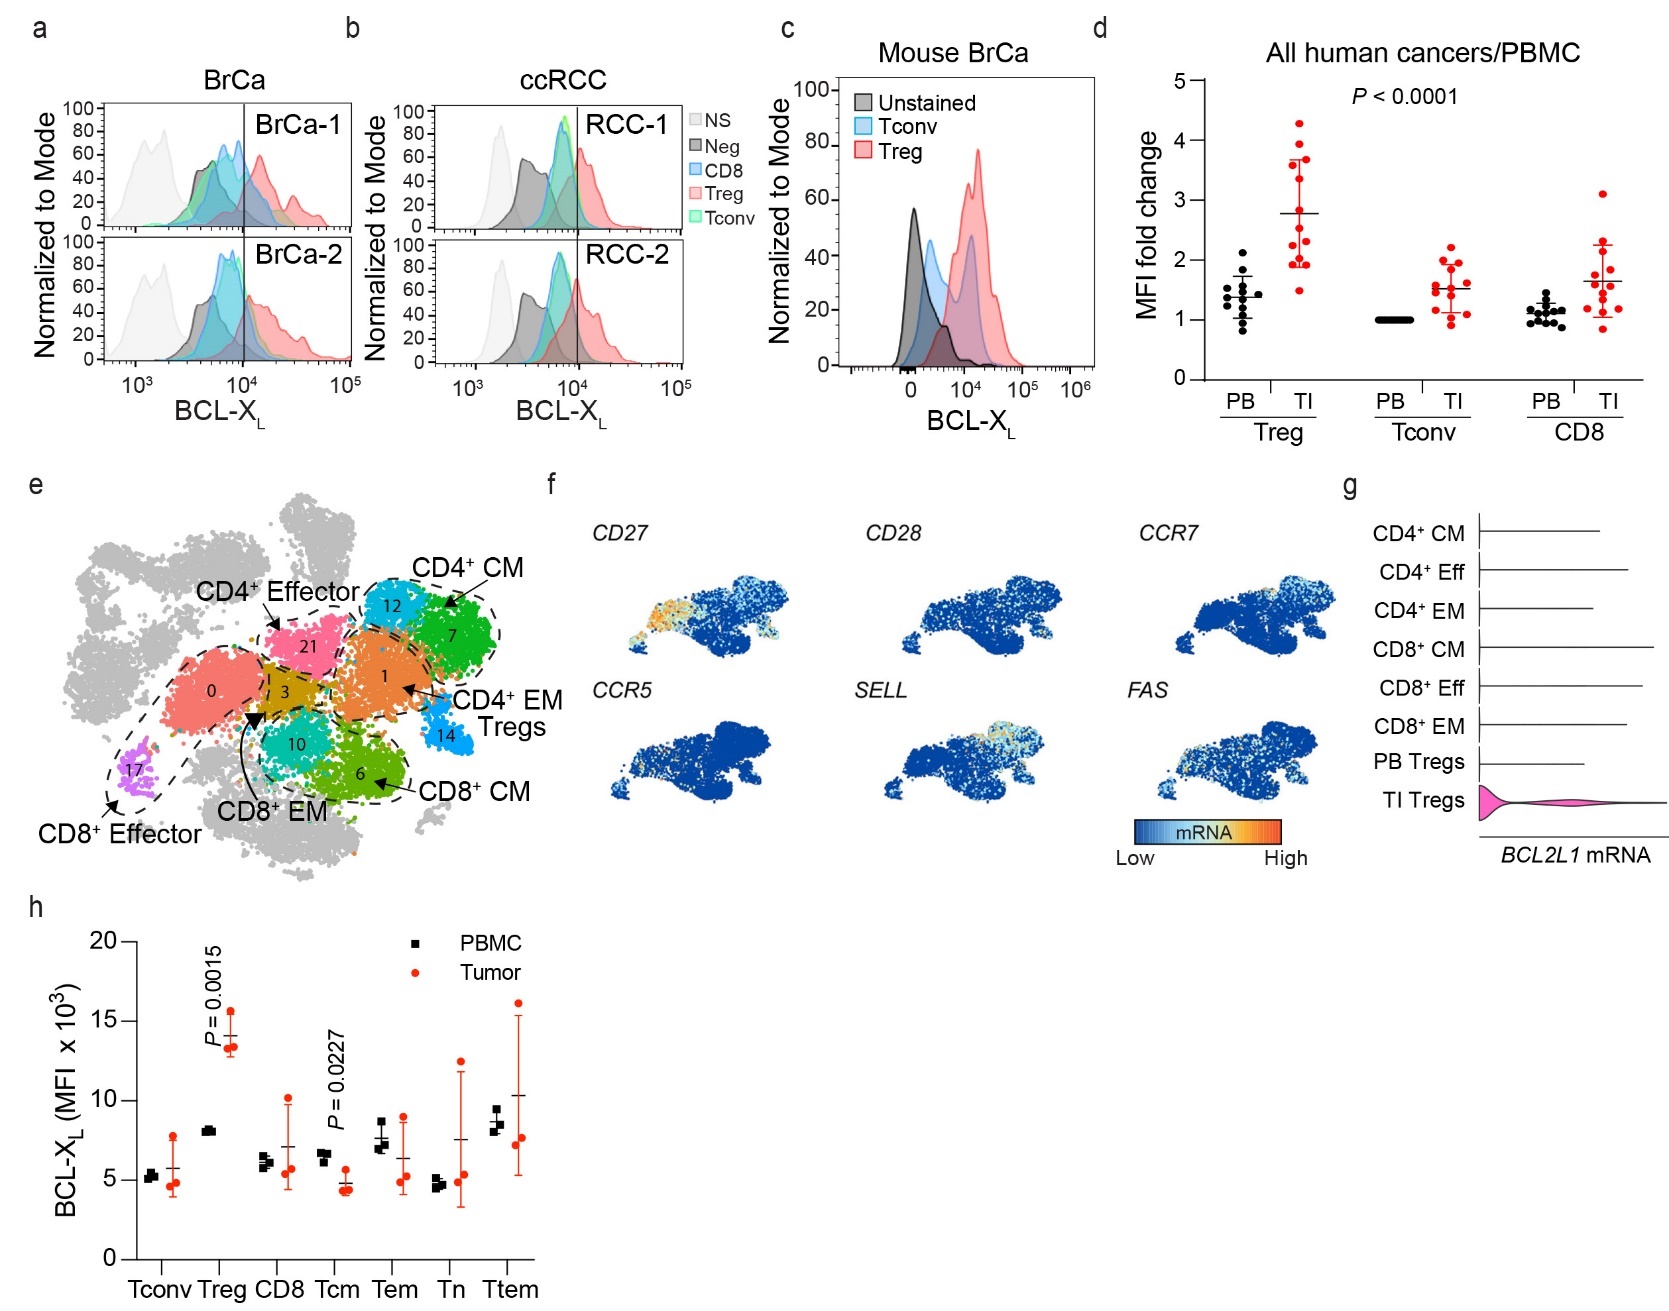

**Supplementary Figure 3. BCL-X_L_ is upregulated in TI-Tregs.**

1. Two representative histograms for BCL-X_L_ staining in human breast cancer (BrCa). b. Two representative histograms for BCL-X_L_ staining, depicting the levels of BCL-X_L_ staining of the indicated TI-T cells in human RCC patients. a-b. NS, non-staining; Neg, negative control, treated with DT-2216 to deplete BCL-X_L_ as negative control. c. Representative histogram depicting the level of BCL-X_L_ staining in Treg and Tconv cells isolated from mouse mammary tumors derived from Py8119 cells. d. Fold change of Median fluorescence intensity (MFI) of BCL-X_L_ staining ± s.d. in PB- or TI-Tregs, CD8^+^ and Tconv in these cancers (n=13 biological samples, including 9 paired BrCa and PBs; 2 paired ccRCC and PBs, 2 paired colon cancer and PBs). MFI is normalized to the MFI of PB-Tconv of the individual pair. Two-sided one-way ANOVA test was performed. e-g. tSNE projection of T cell subtypes from ccRCC SCRC data (e) with highlighted expression of T cell effector and memory markers used to define sub-populations of T cells designated as CM for central memory, EM for effector memory or as effectors cells. (f). Violin plot showing *BCL2L1* expression within these different clusters of T cells based on effector/memory designation (g, *P* = 0.001, two-sided one-way ANOVA). h. Average MFI of BCL-X_L_ staining ± s.d. in the indicated PB- or TI-T cells from 3 paired human breast cancers and PB samples. Two-sided unpaired T test was performed.

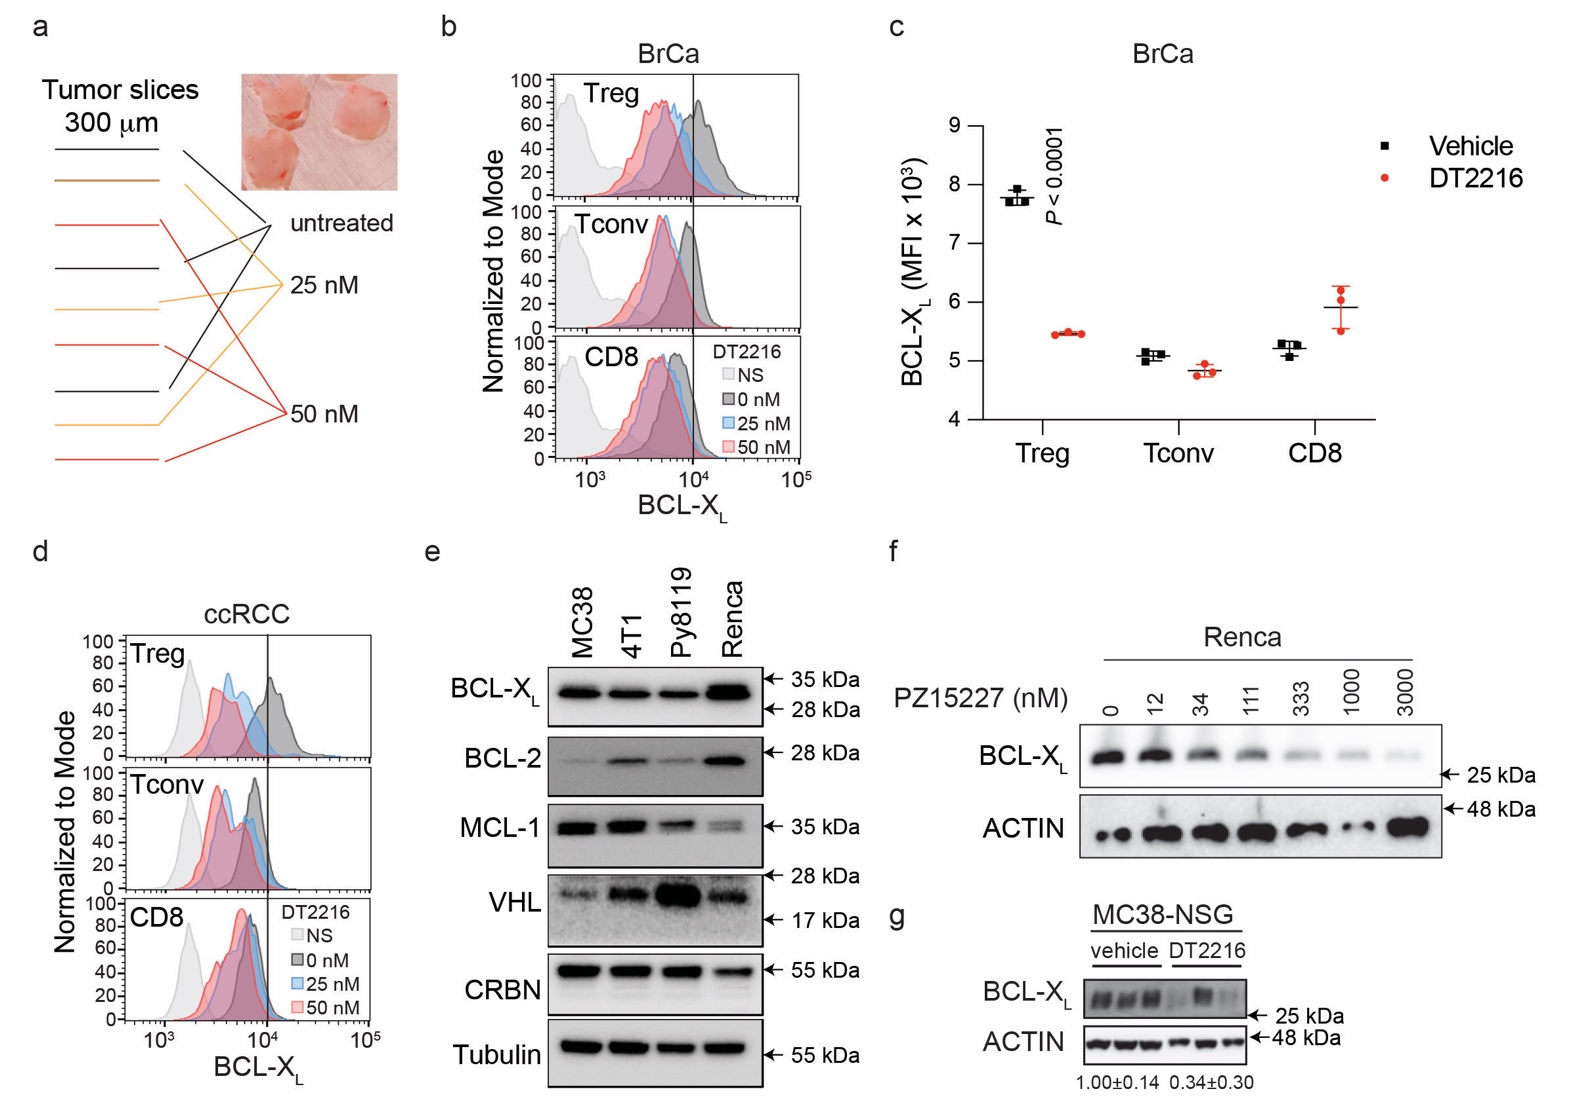

**Supplementary Figure 4. BCL-X_L_ PROTACs efficiently leads to the degradation of BCL-X_L_.**

a. Scheme for allocating tumor slices to test groups for culture and drug treatment strategies such as that used in Fig. 2; alternating 300 µm thick slices of human or mouse tumors are treated *ex vivo* with the indicated doses of DT2216. b. BCL-X_L_ levels in TI-Tregs, Tconv or CD8^+^ T cells in *ex vivo* slice cultures of human breast cancer, following treatment with 50 nM of DT2216 for 48 hrs, related to Fig. 2a-b. c. BCL-X_L_ levels in TI-T cells in *ex vivo* slice cultures of human breast cancer specimens, showing MFI of BCL-X_L_ in the indicated TI-T cells ± s.d. (n=3) in a separate specimen, following treatment with DT2216 for 48 hrs. Two-way unpaired T test was used. d. BCL-X_L_ levels in TI-Tregs, Tconv or CD8^+^ T cells in *ex vivo* slice cultures of human renal cancer, following treatment with DT2216 for 48 hrs, related to Fig. 2c-d. e. Immunoblot of BCL-2 family proteins (BCL-X_L_, BCL-2 and MCL-1) and E3 ubiquitin ligases (VHL and CRBN) in four mouse tumor cell lines. Tubulin serves as loading control. n=2 biological replicates. f. Immunoblot of BCL-X_L_ in the indicated mouse cancer cells following 16-hour treatment with the indicated concentration of the PROTAC PZ15227. ACTIN serves as the loading control. n=2 biological replicates. g. Immunoblot of BCL-X_L_ in MC38 tumors from NSG immunodeficient mice following weekly treatment with DT2216 at 7.5 mg/kg for 3 weeks. ACTIN serves as the loading control. n=3 biological replicates.

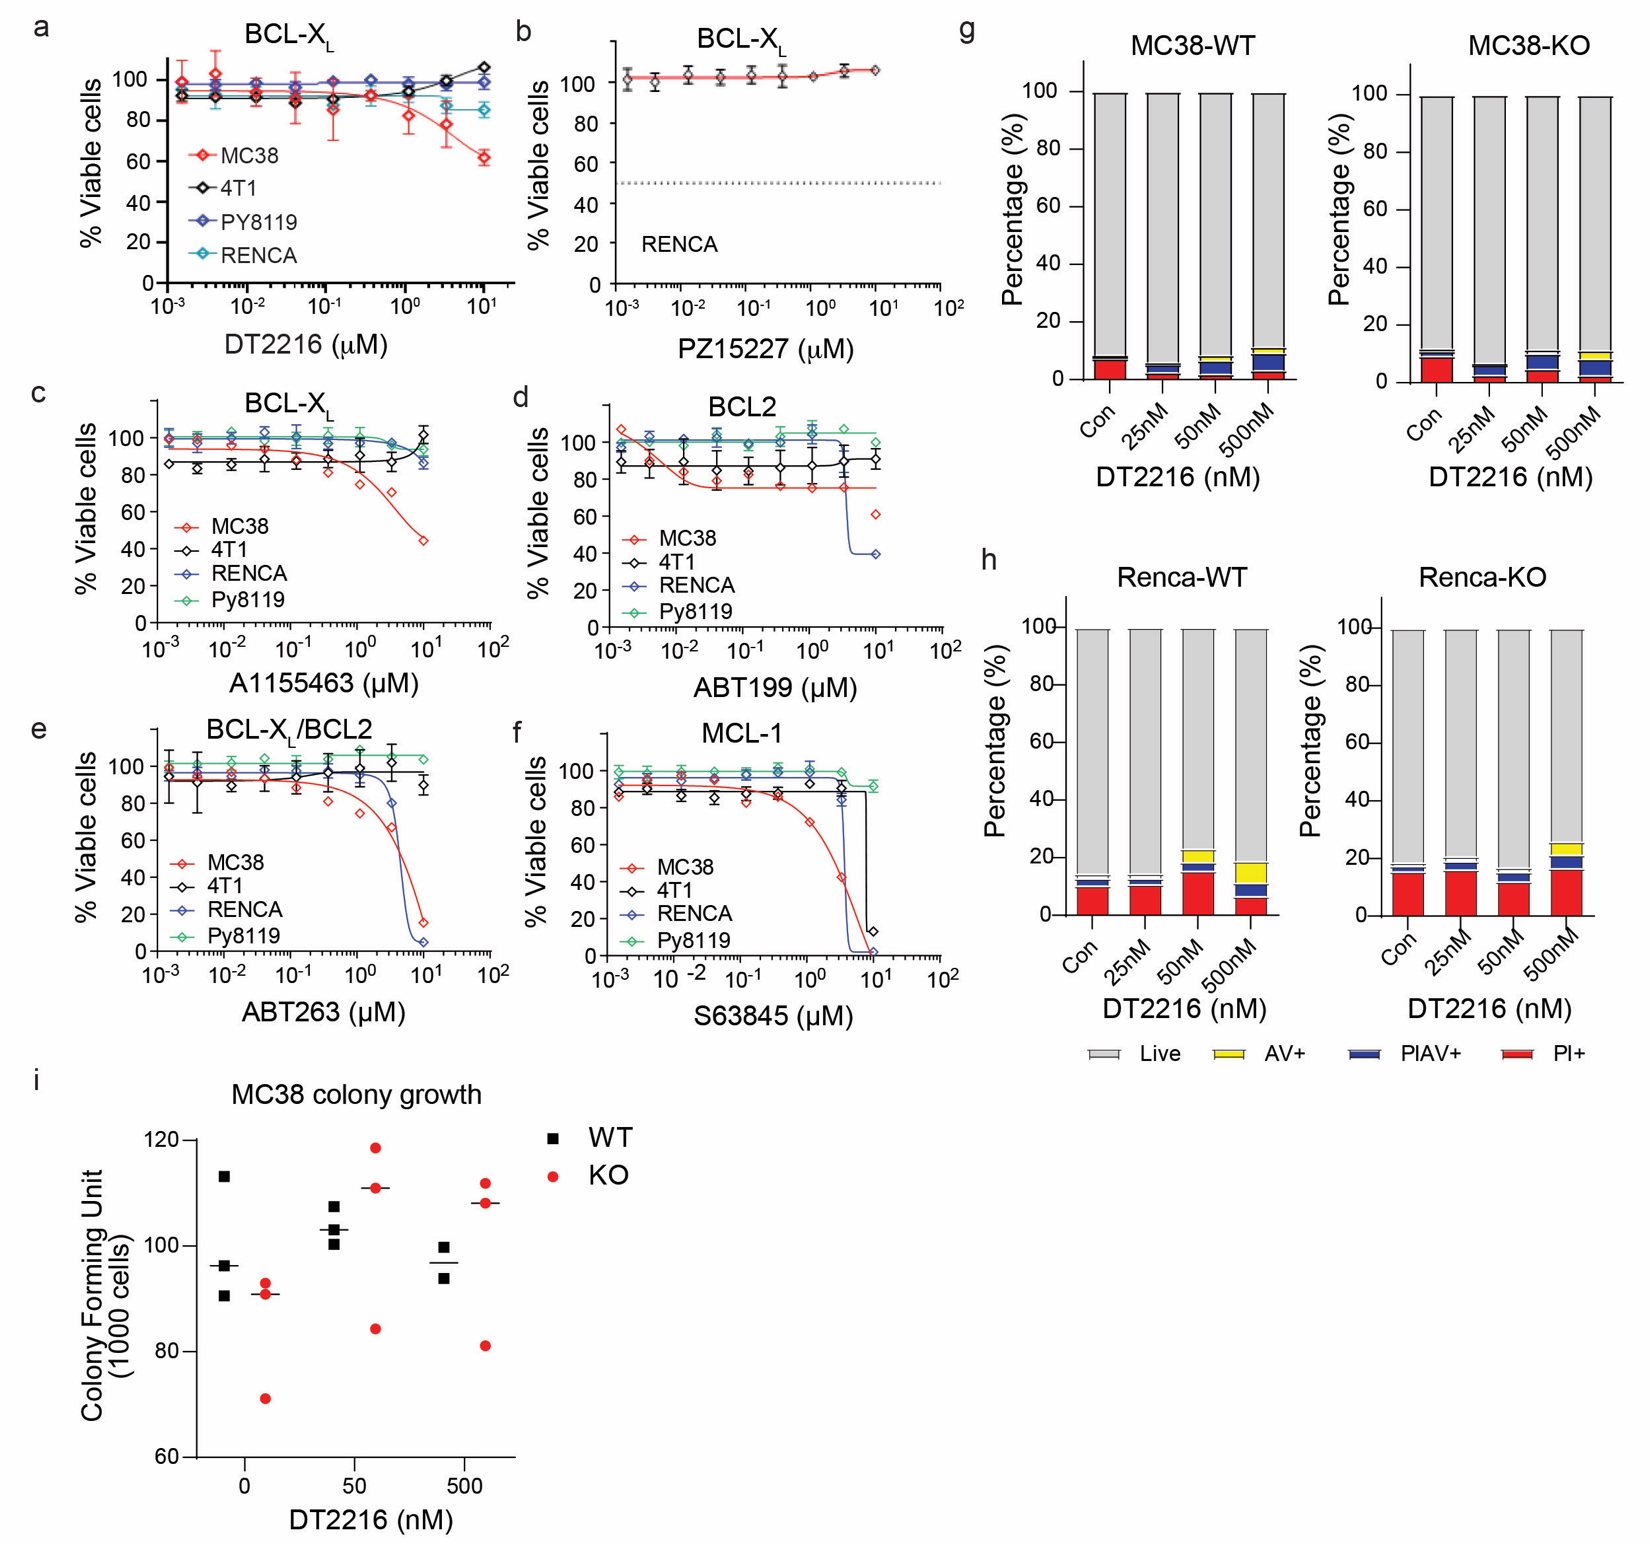

**Supplementary Figure 5. PROTAC-mediated BCL-X_L_-depletion does not impact cancer cell survival *in vitro*.**

a-f. Viability of indicated cells, as determined by MTS assay, following incubation with increasing concentrations of (a) DT2216, (b) PZ15227, (c) A1155463 (BCL-X_L_ selective), (d) ABT199 (BCL-2 selective), (e) ABT263 (BCL-X_L_ and BCL-2), or (f) S63845 (MCL-1 selective). The data are presented as mean ± s.d. (n = 5 biological replicates). g-h. Effects of BCL-X_L_ knockout (KO) on apoptosis *in vitro*, in MC38 and Renca cells, as assessed using Annexin V (AV) and propidium iodide (PI) staining (n=3 biological replicates). i. Effects of BCL-X_L_ KO on colony forming efficiency in soft agar (colony forming units calculated as per 1000 cells) (n = 3 biological replicates for all except n=2 for 500 nM-treated control group). All error bars represent standard deviation.

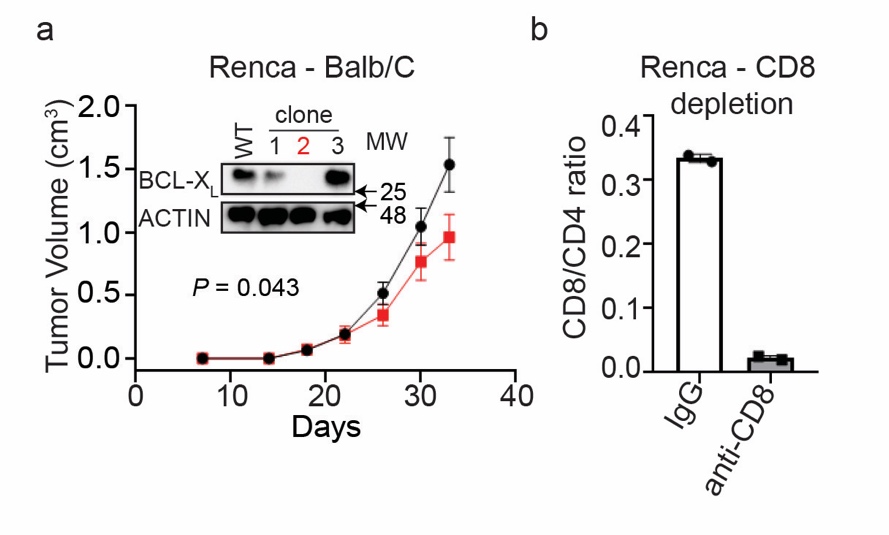

**Supplementary Figure 6. Depleting the tumor microenvironment of BCL-X_L_ reduces tumor growth in a CD8^+^ T cell dependent manner.** a. Effects of BCL-X_L_ knockout on tumor volume in Renca cell clones depicted in inset showing reduction in BCL-X_L_ levels. WT and Clone 2 cells were used for tumor growth, no treatment. Two-sided two-way ANOVA was performed and *P* value is indicated (n =7 biological replicates). Error bars represent standard error. b. Effectiveness of antibody-mediated CD8^+^ T cell depletion in Renca tumor-bearing mice, as assessed based on CD8/CD4 ratio. Error bars represent standard deviation (n=2 biological replicates of blood samples).

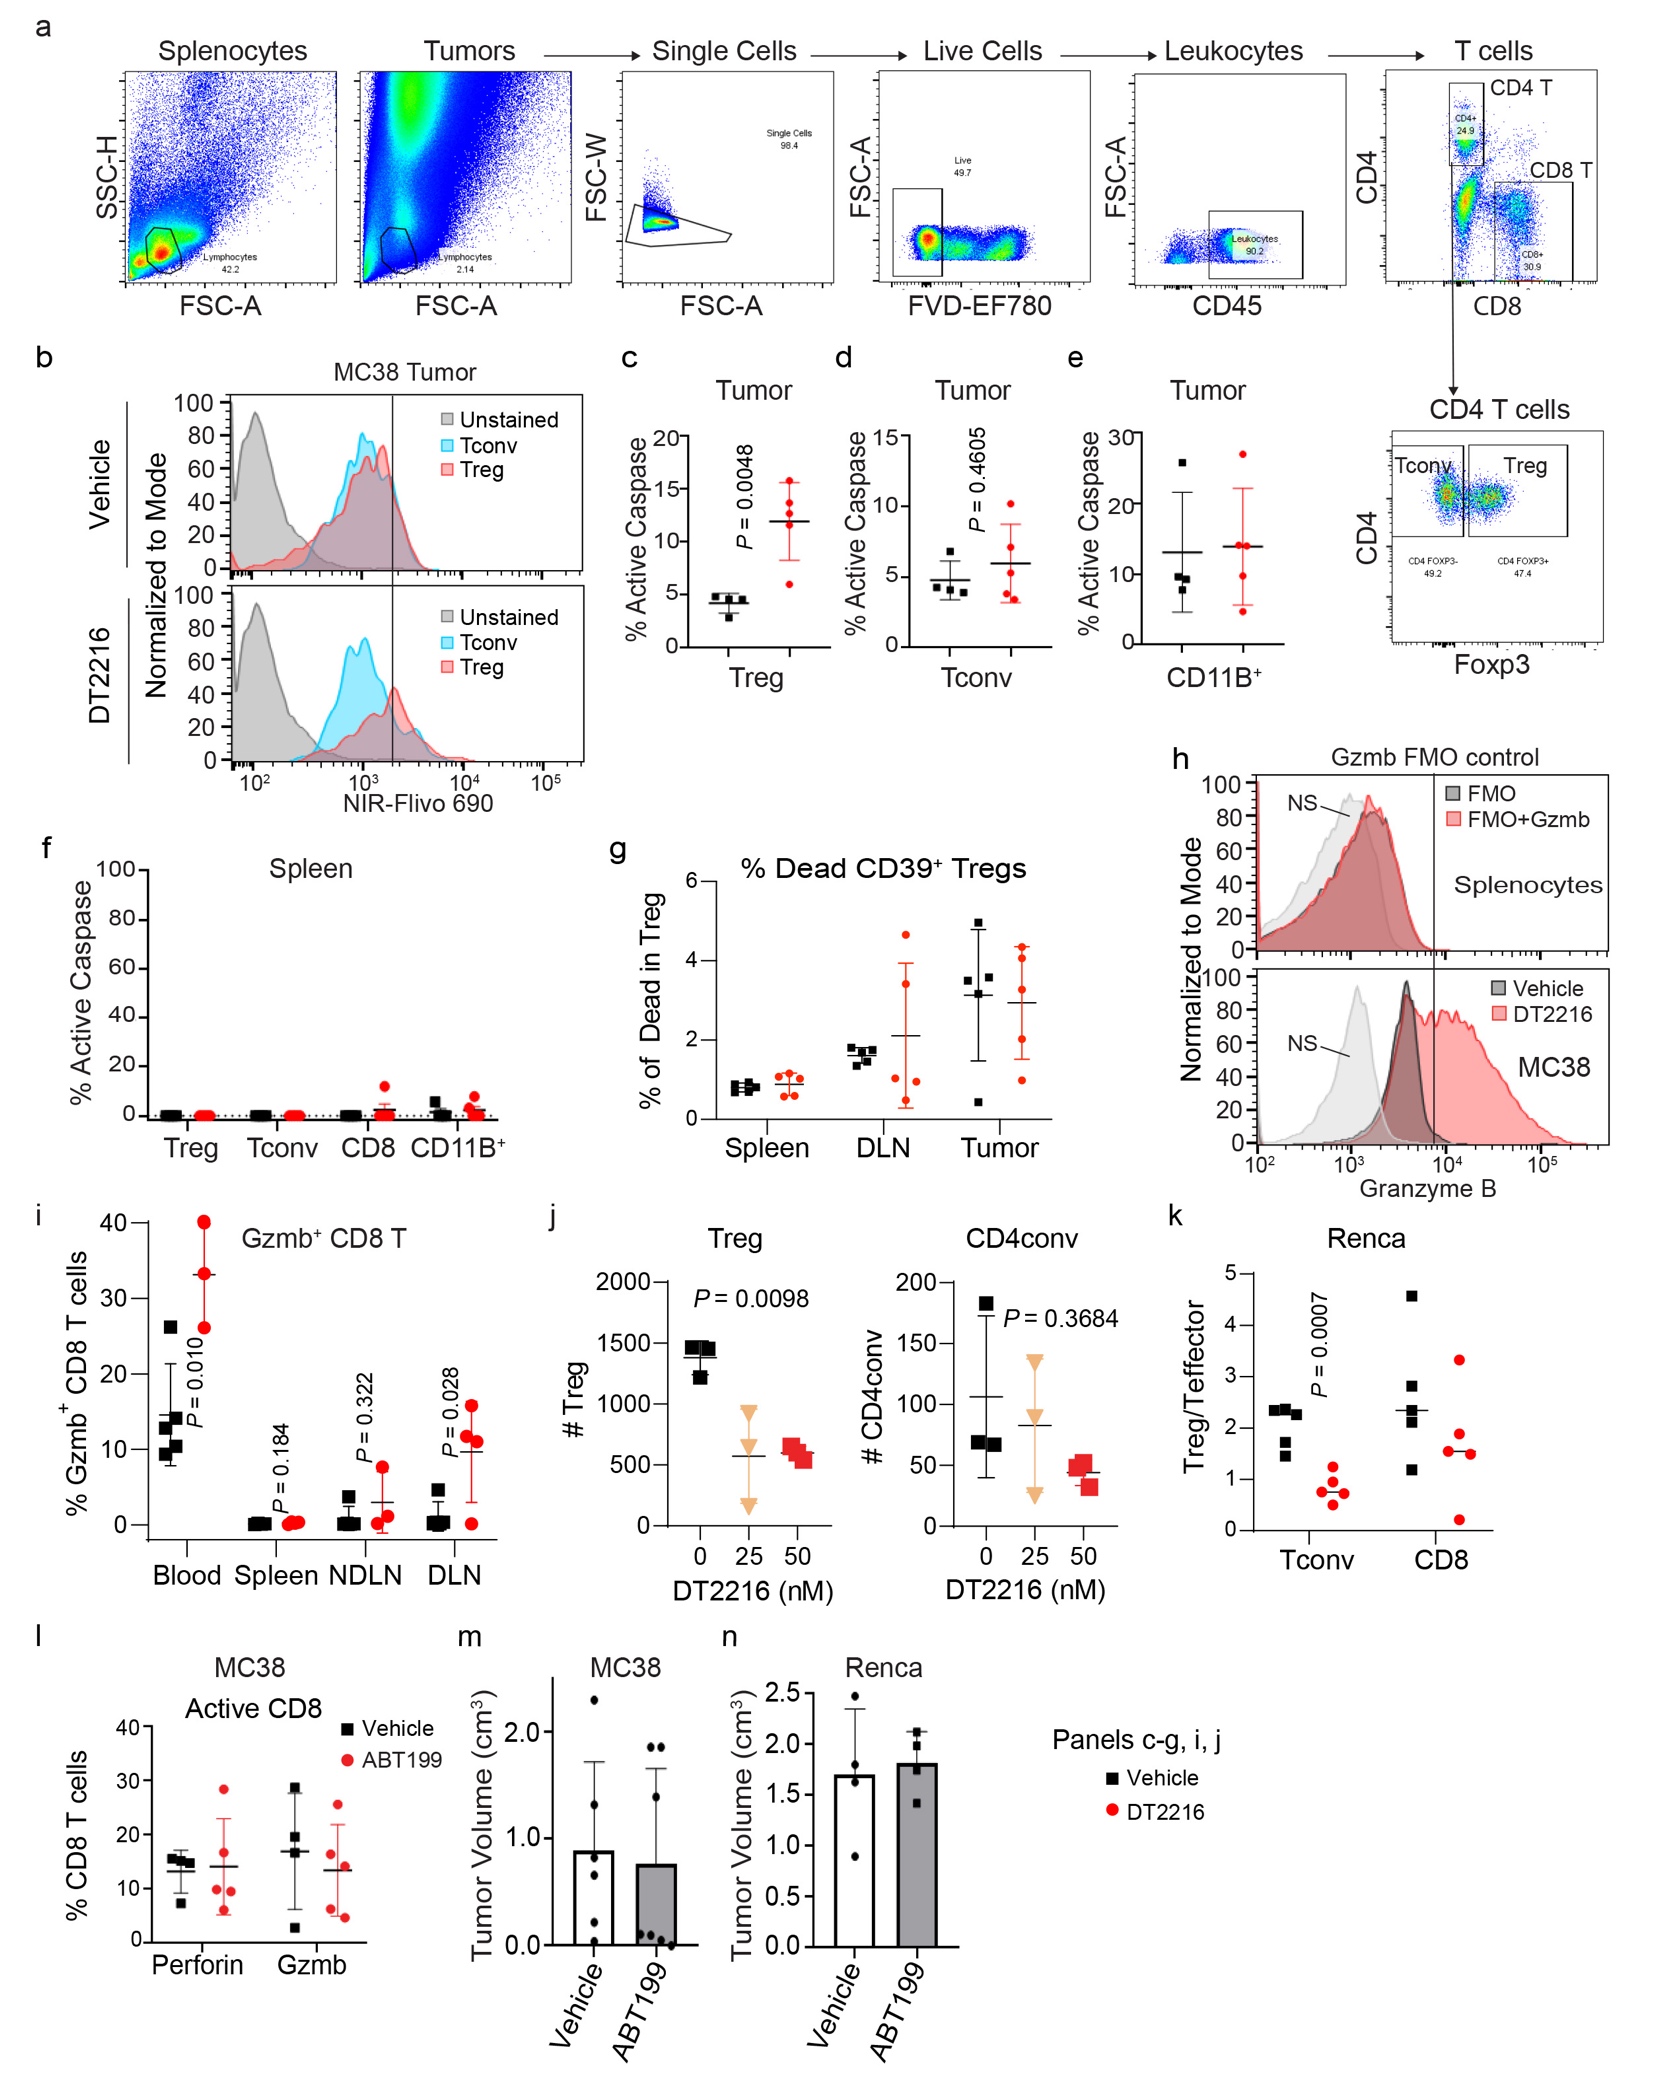

**Supplementary Figure 7. Treatment with the PROTAC DT2216 induces apoptosis of TI-Tregs.**

a. Gating scheme of flow cytometry for the identification of T cell subsets in MC38 tumors for Fig. 2e-f; Fig. 4; Supplementary Fig.3c; Fig.6b; Fig.7b-i; Fig.8-10. b. Representative histogram showing caspase activation (assessed using probe NIR-FLIVO 690) in TI-Tregs or TI-Tconv from MC38 tumors in mice 24 hours after treatment with PROTAC DT2216. c-e, Frequency of (c) Tregs, (d) Tconv and (e) CD11B^+^ myeloid cells with active caspase staining, expressed as percentage of NIR-FLIVO 690^+^ CD8^+^ T cells ± s.d (n=4 biological replicates for control and n=5 for DT2216-treated group). f. Percentage of cells within indicated splenocyte population in which caspases are active, expressed as percentage of NIR-FLIVO 690^+^ CD8^+^ T cells ± s.d. (n=5 biological replicates). g. Percentages of dead CD39^+^ TI-Tregs within total TI-Tregs, as indicated by positive staining of Fixable viability dye (FVD) eFluor-780, within MC38 tumors either treated with vehicle or DT2216 (mean ± s.d., n = 5 biological replicates). h. Related to Fig. 4f. Top panel: non-stained (NS), fluorescence-minus one (FMO) or FMO + granzyme B-BV421 on normal mouse splenocytes showing no active CD8 T cells. Bottom panel: representative histogram showing levels of granzyme B (Gzmb) in TI-CD8+ T cells from MC38 tumor-bearing mice treated with DT2216 (or vehicle). i. Number of granzyme B (Gzmb)^+^, CD8^+^ T cells (mean ± s.d.) within blood (n=5 in control and n=3 in DT2216 group, biological replicates), spleen (n=3 in control and n=3 in DT2216 group, biological replicates), non-draining lymph node (NDLN, n=3 in control and n=3 in DT2216 group, biological replicates) or DLN (n=3 in control and n=4 in DT2216 group, biological replicates) from MC38 tumor-bearing mice following treatment with DT2216 (or vehicle). j. Dose response to BCL-X_L_-targeted PROTAC DT2216 of (left) Tregs and (right) conventional CD4^+^ T cells (CD4conv) in slices of Py8119 tumors, as detected by flow cytometry of lymphocytes isolated from Py8119 tumor slices. Means ± s.d. are shown (n=3 biological replicates). k. Effects of DT2216 on the number of Tregs within Renca tumors, with TI-Treg/TI-Tconv or TI-Treg/TI-CD8 ratios shown (n=5 biological replicates). l. Effects of BCL-2 inhibitor ABT199 on percentages of Perforin^+^ and granzyme B (Gzmb)^+^ TI-CD8^+^ T cells among CD8^+^ T cells in MC38 tumors (mean ± s.d., n=4 biological replicates for control and n=5 for ABT199-treated group). m-n. Effects of BCL-2 inhibition on tumor volume in syngeneic (m) MC38 and (n) Renca mouse models. Shown are average MC38 tumor volume 45 days after injection, and average Renca tumor volume 38 days after injection, with inhibitor (ABT199) applied daily starting on day 17. Values are averages ± s.d. in C57BL/6 or Balb/C mice, respectively (n = 7 biological replicates). Error bars represent standard deviation. c-e, f-g, and i-n, two-sided unpaired t test was performed and *P* values are indicated.

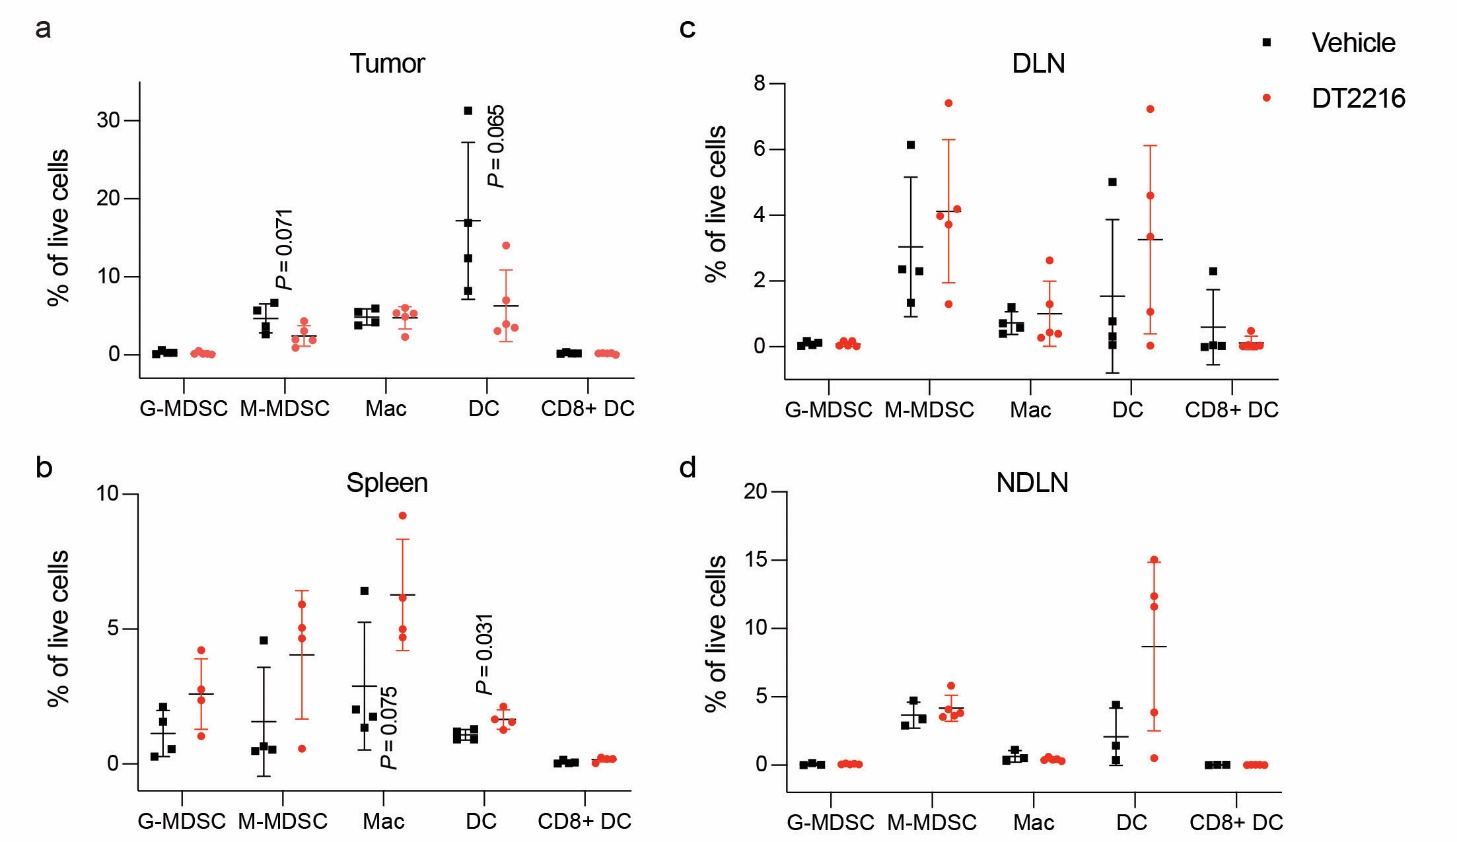

**Supplementary Figure 8. Treatment with the PROTAC DT2216 did not alter major myeloid cells in tumor-bearing mice.** a-d. Number of granulocytic or monocytic myeloid derived suppressor cells (G-MDSC, M-MDSC), macrophages, dendritic cells (DC) or CD8^+^ DC within (a) tumor (n=4 for control and n=5 for DT2216), (b) spleen (n=4 biological replicates), (c) DLN (n=4 for control and n=5 for DT2216) or (d) non-draining lymph node (NDLN, (n=3 for control and n=5 for DT2216)) from MC38 tumor-bearing mice following treatment with DT2216 (or vehicle). Error bars represent standard deviation. a-d, Two-sided unpaired t test was performed and *P* values are indicated.

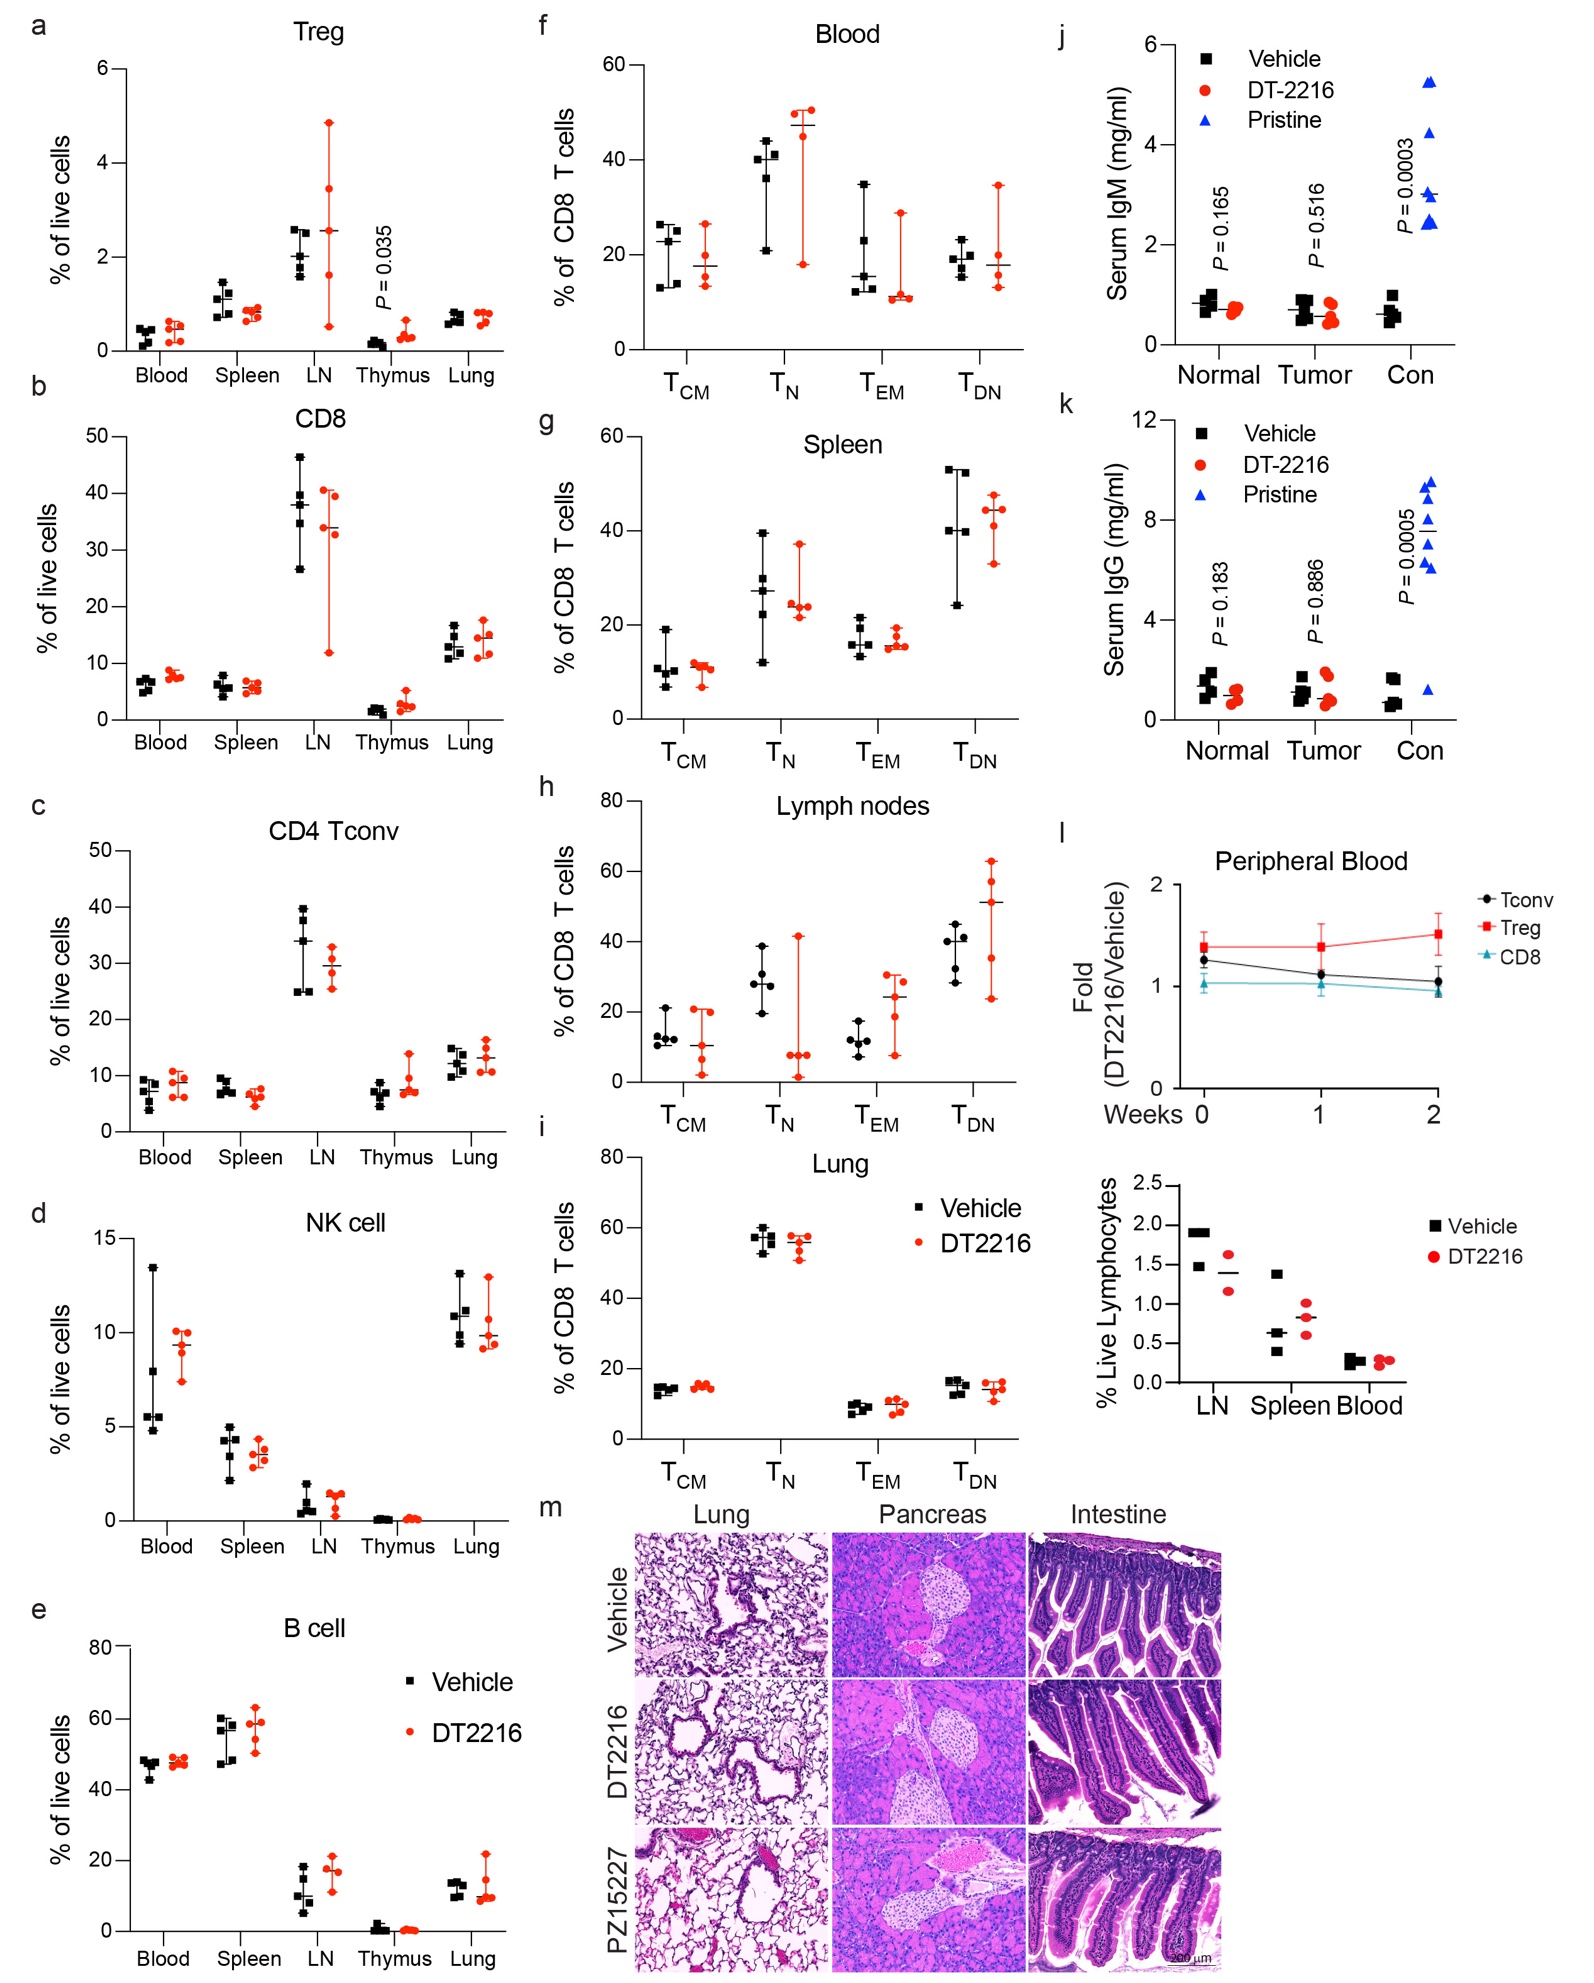

**Supplementary Figure 9. Treatment with the BCL-X_L_ PROTACs did not induce autoimmune phenotypes.** a-i. Effects of DT2216 on the number of different immune cells in normal female mice (n=5 biological replicates), as detected by flow cytometry of single cell suspensions from blood, spleen, lymph nodes, thymus and lung. j-k. Effects of DT2216 on total serum IgM (j) or IgG (k) in normal female and male mice (n=2 female and 3 male replicates), using non-treated age-matched mice as baseline control and pristane-treated mice as a positive control. l. (top) Effects of DT2216 on the number of PB-Tregs, PB-Tconv and PB-CD8^+^ T cells over time, and (bottom) effects of this treatment on the frequency of total Tregs from lymph node, spleen, and blood (assessed following third treatment). n=3 biological replicates for all groups except n=2 for LN group with DT2216 treatment. m. Representative hematoxylin and eosin staining of the indicated tissues from Renca tumor-bearing mice treated as indicated. a-i and j-k. Two-sided unpaired t test was performed and *P* values are indicated. All data points in this figure are mean ± s.d. with error bars representing standard deviation.

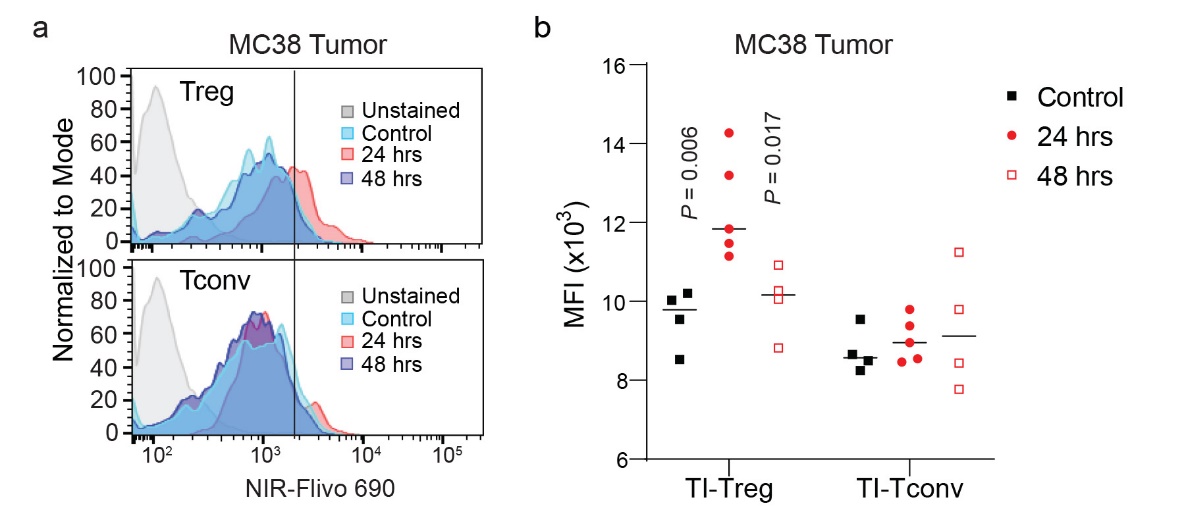

**Supplementary Figure 10. DT2216 induces transient apoptosis of TI-Tregs *in vivo*.** a. Representative histogram showing caspase activation (assessed using probe NIR-FLIVO 690) in TI-Tregs or TI-Tconv from MC38 tumors in mice 24 or 48 hours after treatment with PROTAC DT2216. Black line depicts MFI of TI-Tregs 24 hrs after DT2216 treatment. b. Amount of pan-caspase labeling in TI-Tregs or TI-Tconv from MC38 tumor-bearing mice following 24 or 48 hrs treatment with DT2216 (or vehicle) as assessed by flow cytometry. MFI of pan-caspase activation probe is shown (n=4 in control and 48 hrs groups; n=5 for 24 hrs group, all biological replicates). Two-sided unpaired t test was performed and *P* values are indicated.

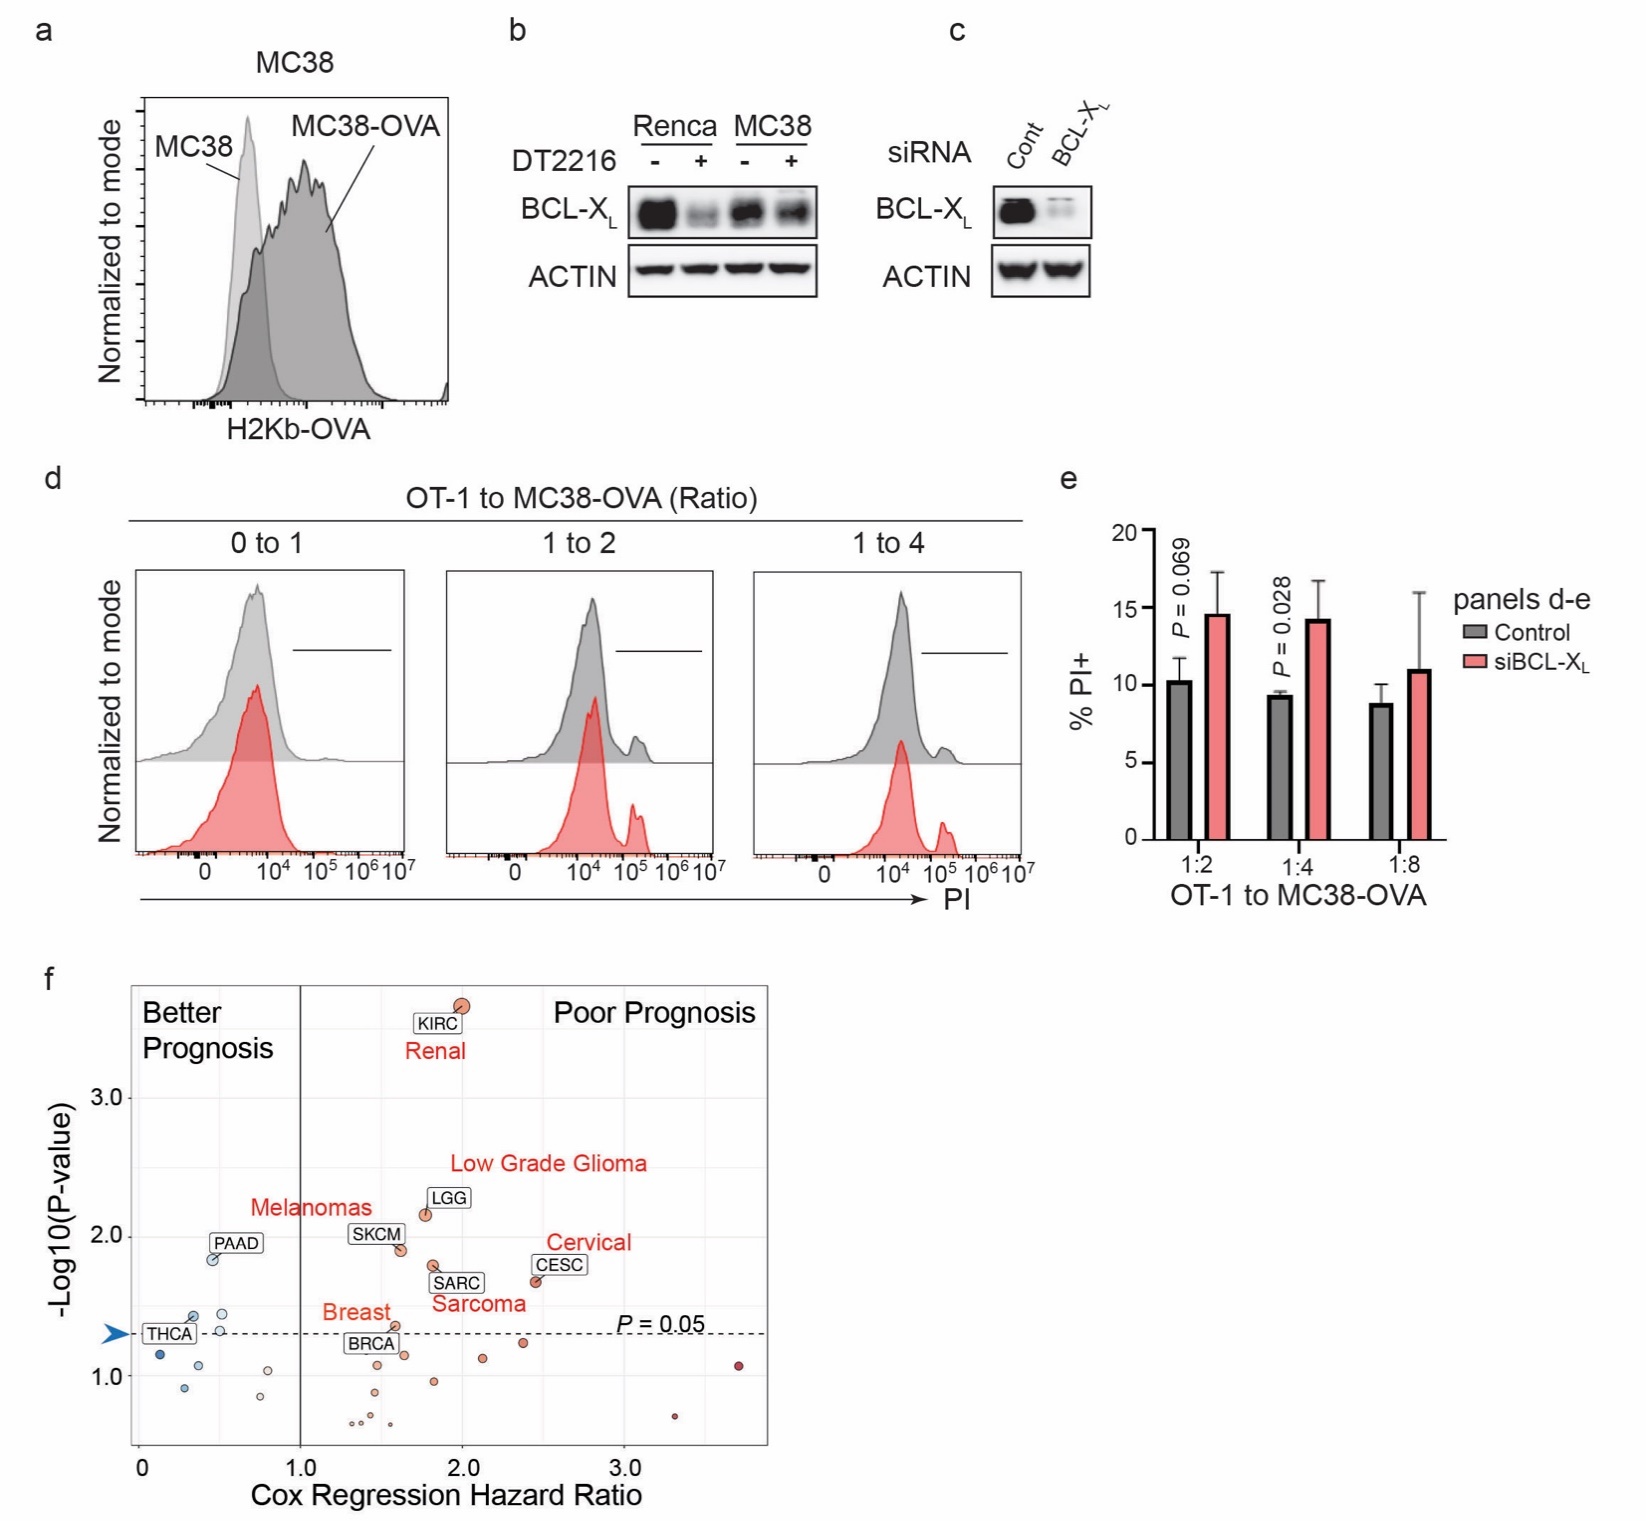

**Supplementary Figure 11. BCL-X_L_ protein expression is correlated with poor prognosis in human cancers.** Analysis of correlation between BCL-X_L_ protein expression and hazard ratios (HR) in the TCGA protein datasets. Logrank test was used. -log10 (*P*-values) are shown on the Y-axis and Cox regression HR are shown on the X-Axis. KIRC: kidney renal clear cell carcinoma (Renal); LGG: low-grade glioma; CESC: cervical squamous cell carcinoma and endocervical adenocarcinoma; SKCM: skin cutaneous melanoma; SARC: sarcoma; BRCA: breast invasive carcinoma; PAAD: pancreatic adenocarcinoma; THCA: thyroid carcinoma.

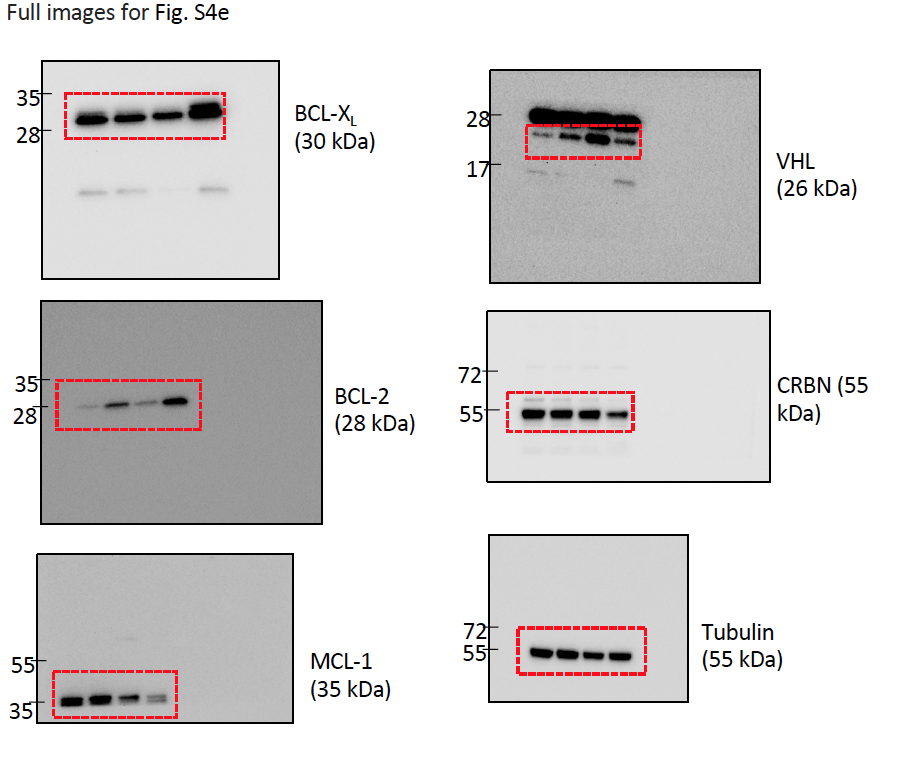

**Supplementary Figure 12. Full images for Supplementary Figure 4e.**

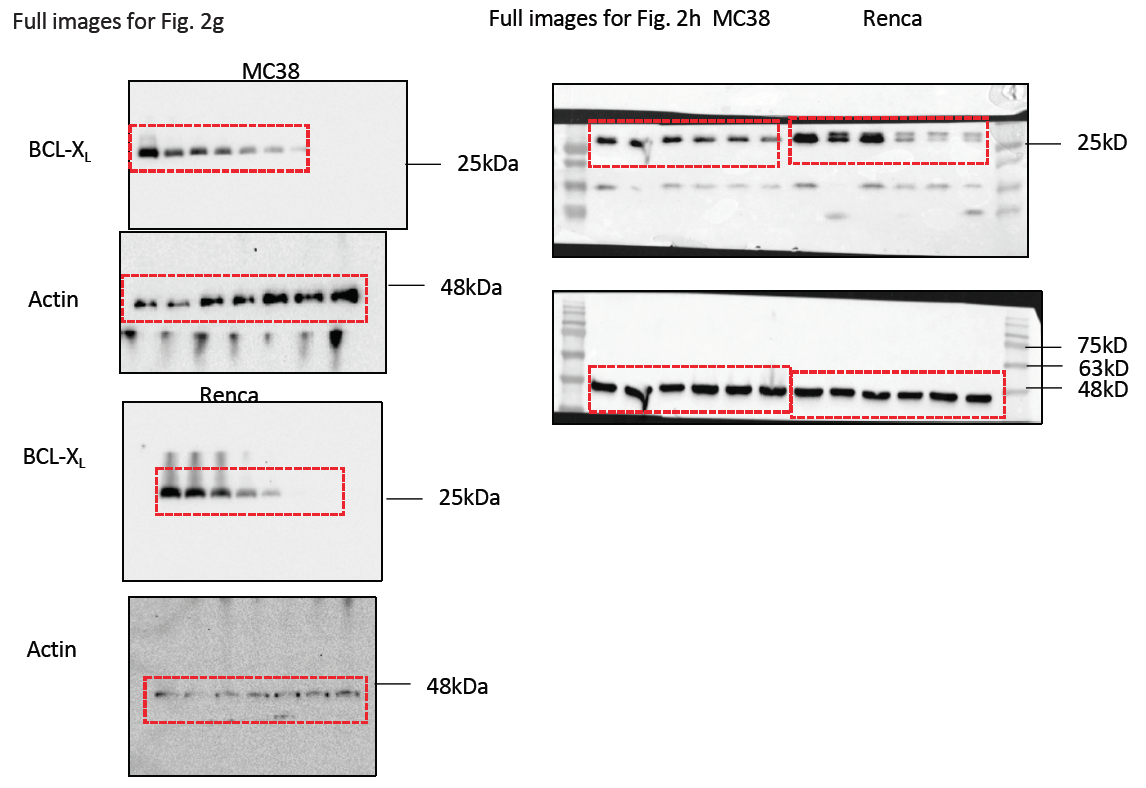

**Supplementary Figure 13. Full images for Fig.2g and Fig.2h.**

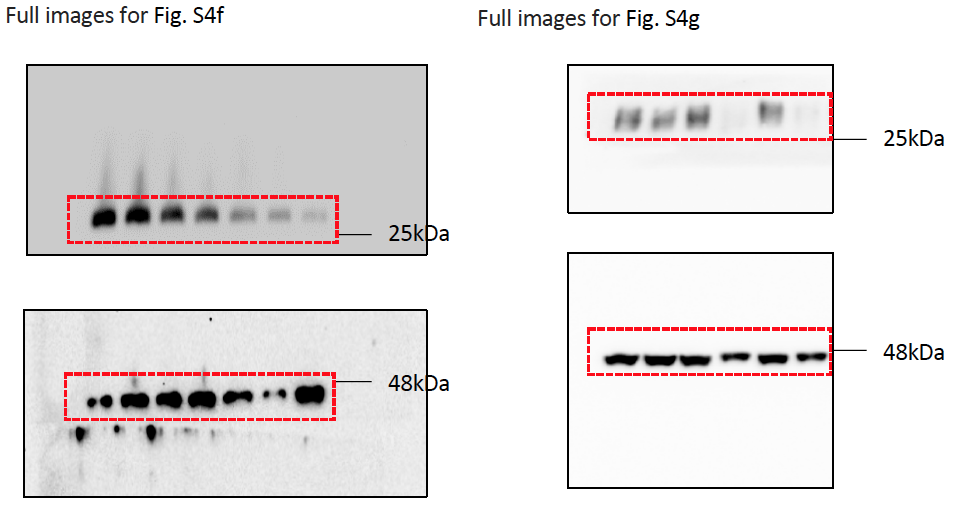

**Supplementary Figure 14. Full images for Supplementary Figure 4f-g.**

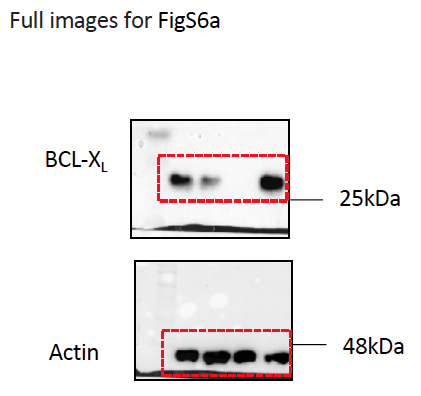

**Supplementary Figure 15. Full images for Supplementary Figure 6a.**

# Supplementary material for: Proteolysis-targeting chimera against BCL-XL destroys tumor-infiltrating regulatory T cells
**Source:** Nat Commun. 2021 Feb 24;12:1281. doi: 10.1038/s41467-021-21573-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All original data and mouse models are available upon request. We included new analysis from publicly available datasets including: GSE8922520 and GSE9863818. The single-cell RNA sequencing result for renal cancer is deposited as GSE121638 and the TI-Tregs from MC38 tumor model is deposited as GSE150420. All modified codes related to SCRC analysis are deposited at <https://github.com/ncborcherding/BCLXL>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

Most of these antibodies are used hundreds of times in literature and validated from a lot publications. Company validates each batch before selling. The lab routinely validates new antibodies using various approaches.

FC (mouse) clone Application notes Validation Reference

CD45 30F.11 reacts with all isoforms and CD45.1 and CD45.2 alloantigens of CD45 Flow Cytometry - quality tested Podd B et al. 2006 J Immunol 176:6532

CD3 17A2 Flow Cytometry - quality tested Xiao S, et al. 2007 J Exp Med. 204:1691

CD4 GK1.5 Flow Cytometry - quality tested Dialyns DP, et al. Immunol. 131:2445

CD25 PC61 Flow Cytometry - quality tested Galitovskiy V, et al. 2011. J Immunol. 187:2677

GI1R DTA1 Flow Cytometry - quality tested MaruYama T, et al. 2015. J Leukoc Biol. 98:385-393

CD62L MEL-14 Flow Cytometry - quality tested Leddon S, Sant A. 2012 PloS One. 7e46952

MHCII I-A/I-E Clone 2G9 Also reacts with I-Eb and I-Ek and with cells from mice of the H-2p and H-2q haplotypes non Routinely tested by flow cytometry Becker D, et al. 1999 J Invest Dermatol. 99(5):545-549

cd11b M1/70 mouse, human. Cross reacts Chimpanzee, Baboon, Cynomolgus, Rhesus, Rabbit Flow Cytometry - quality tested Prislovsky A, Strom T. 2013 Exp Hematol. 41:789

cd8 53-6.7 Flow Cytometry - quality tested Lee C, et al. 2009. Clin Cancer Res. 2.538888889

NK1.1 PK136 Flow Cytometry - quality tested Kroemer A, et al. 2008. J Immunol. 180:7818

Cd69 H1.2F3 augment T cell activation. In Vitro T cell and NK cell activation Flow Cytometry - quality tested Mitri D, et al. 2011. J Immunol. 187:2093

CD279 29F.1A12 Flow Cytometry - quality tested Smith T, et al. 2014. J Immunol. 11:535

CD366 B8.2c12 only recognizes the Balb/c Tim-3 allele Flow Cytometry - quality tested Mizukami S, et al. 2015. Proc Natl Acad Sci USA. 112:1809

CD11C N418 Flow Cytometry - quality tested Roland C, et al. 2009 Mol Cancer Ther. 1.55625

Ly6G 1A8 Only recognized Ly6G, not Ly6C Flow Cytometry - quality tested Georgoudaki A, et al. 2016. Cell Rep. 15:2000-2011

Ly6G HK1.4 Flow Cytometry - quality tested Alexander J, et al. 2012. Kidney Int. 82:961

F4/80 BM8 Flow Cytometry - quality tested Bian Z, et al. 2012. J Immunol. 188:844

CD80 16-10A1 Flow Cytometry - quality tested Philipsen L, et al. 2013. Mol Cell Proteomics. 12:2551

CD25 PC61 Flow Cytometry - quality tested Galitovskiy V, et al. 2011. J Immunol. 187:2677

FOXP3 FJK-16S reacts with mouse, rat, dog, porcine, bovine and cat FOXP3 This antibody was verified by Relative expression to ensure that the antibody binds to the antigen stated, Tested by intracellular flow cytometry Yang WC, et al. 2017. Front Immunol. 8:1508

GZMB GB11 Reactivity: human, mouse. Cross-reactivity: rat each lot is quality control tested by intracellular immunofluorescent staining with flow cytometric analysis Srivastava R, et al. 2015. J Immunol. 194:2232

Perforin S16009B reacts with both C57Bl/6 and Balb/c strains each lot is quality control tested by intracellular immunofluorescent staining with flow cytometric analysis

KI-67 16A8 each lot is quality control tested by Ki-67 protocol Davidson S, et al. 2020. Cell Rep. 31:107628

CD44 IM7 Reactivity: mouse, human Flow Cytometry - quality tested McClellan S, et al. 2015. Methods. 82:47-54

CD39 Duha59 Flow Cytometry - quality tested

CD73 Rty/11.8 Flow Cytometry - quality tested Li L, et al. 20147. FASEB J. 31:1067

BCL-XI 54H6 Reacts with human and mouse. Same clone without conjugation was used for western blots met all of the quality control standards defined by Cell Signaling Technology, Inc Ludwig LM, et al. 2018 Methods Mol Biol. 1877:77-91 Anukriti S, et al. 2020. Neoplasia. 22(10): 497-510

FC (Human) clone Application notes Validation Reference

CD45 HI30 Flow Cytometry - quality tested Bashour K, et al. 2014. Proc Natl Acad Sci USA. 111:2241

CD3 HIT3a Flow Cytometry - quality tested Lopez-Verges S, et al. 2010. Blood, 116:3865

CD4 OKT4 Flow Cytometry - quality tested Alman K 2006. J immunol. 177:1721

CD8a RPA-T8 Flow Cytometry - quality tested Dettling S, et al. 2018. Clin Cancer Res. 24(12)

CD127 A019D5 Flow Cytometry - quality tested Anginari S, et al. 2020. Cell Metab. 31:391

CD25 M-A251 Recognizes Epitope B of CD25 Flow Cytometry - quality tested Jin J, et al. 2014. PloS One. 9:104753

FOXP3 206D each lot is quality control tested by intracellular flow cytometry using the True-Nuclear Transcription factor staining protocol Liu s, et al. 2006. J Exp Med. 203:1701

CD45RA H10D Flow Cytometry - quality tested Marquadt N, et al. 2015. J Immunol. 194:2467

CCR7 G043H7 Flow Cytometry - quality tested Jurchott K, et al. 2016. PloS One. 11:0150812

Western Blot Clone Application notes Validation Reference

β-actin 8H10D10 Reactivity: Mouse, human, rat met all of the quality control standards defined by Cell Signaling Technology, Inc Zhao F, et al. 2020. J Exp Med. 20(5):68

MCL-1 D35A5 Reactivity: Mouse, human met all of the quality control standards defined by Cell Signaling Technology, Inc Nguyen TTT, et al. 2020. Cells. 9(7):1661

BCL-2 50E3 Reactivity: Mouse, human, rat met all of the quality control standards defined by Cell Signaling Technology, Inc (product discontinued) Yang W, et al. 2020. Cancers. 12(5):1329

VHL polyclonal Reactivity: Mouse, human, rat Zhang WC, et al. 2019. Nat Metab. 1(4):460-474

CRBN polyclonal Reactivity: Mouse, human, rat Validated for western blot and immunohistochemistry

β-Tubulin polyclonal Reactivity: Mouse, human, rat met all of the quality control standards defined by Cell Signaling Technology, Inc Chen Y, et al. 2020. Mol Med Rep. 22(3):2342-2350

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

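RNA of Tregs sorted from MC38 tumors and from spleens of tumor-bearing mice was sequenced in 11 libraries, 6 from spleen (3 of wild-type and 3 of CD177 knockout mice) and 5 from tumor (3 of wild-type and 2 of knockout mice). Samples were grouped by the tissue and genotype in their labels. The authors depleted ribosomal RNA, pseudoaligned single-end reads with kallisto to mm10, processed estimated counts with sleuth, summed them by gene symbol, transformed them and deposited log2(n + 1) values for 14604 genes. The kallisto version and the annotation release are not given in the sources used here. No raw counts were used here, so no count model was fitted. The totals of n differ between libraries and lie far below the stated read depth, the scaling of n is not stated, and the depth in reads is unknown, so no counting interval can be given. Only the spread between libraries limits the precision.

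The deposited log2 values were read without further normalization. Genes with a mean log2(n + 1) of at least 0.5 over the 11 libraries were kept, which left 13897 genes and removed 707. limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) compared 5 tumor with 6 spleen libraries, pooling genotypes as the paper's table does. A model with a mean for each tissue and genotype gave the tumor-versus-spleen difference within each genotype, its interaction with genotype, and knockout against wild type in each tissue. Calls used a Benjamini-Hochberg adjusted p below 0.05. Single genes were also compared by exact two-sided permutation tests (scipy 1.17.1) over all splits of the libraries. Gene sets written before the data were examined were tested with camera (inter-gene correlation 0.01), with fry and an estimated correlation beside it. Lists of marker genes of myeloid cells, fibroblasts, B cells, CD8 T and NK cells, erythroid cells and platelets, and tumor epithelial cells were written at the same time. A list of 20 T-cell lineage genes was added after the data were seen.

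The genes named were fixed by a rule before the data were examined. They are the BCL-2 family genes of Fig. 1b and Supplementary Table 1, whose published values had been seen, the paralogs of Bcl2a1a, Cd177, genes of the sort and of Treg identity, Vhl, Crbn, Entpd1 and Nt5e, 5 sex-linked genes, the 5 largest rises and 5 largest falls among called genes whose tumor and spleen libraries do not overlap, up to 3 genes per direction in the genotype comparisons, and members of the gene sets and marker lists. Other genes are marked as chosen after their values were seen. Cd177, Xist, Bcl2l10 and Hrk are not listed among the deposited values.

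The fit was tested on simulated log2 values with the real means and residual spread of the 13897 genes, in 5 runs of 200 changed genes per comparison. For tumor against spleen it found 53.2% of changes of 0.5, 86.8% of changes of 1 and 98.8% of changes of 2 on the log2 scale, and 4.41% of its calls were false. For knockout against wild type in spleen it found 18.8%, 78% and 97.2% of changes of these sizes, with 6.26% of calls false. The simulated noise was independent between genes and of equal spread in both tissues. Between the real tumor and spleen libraries far more genes, 10971, were called, so the rates for tumor against spleen describe the simulated setting only. Gene positions came from GENCODE release M21 on GRCm38, the build the paper names as mm10, and near copies of abundant genes were searched with BLAST 2.17.0. Alternatives changed the scaling (quantile normalization, median centring, equal totals), the pseudocount (0.1 or 5), the variance model, the filter, the multiple-testing correction, the covariates, the replicate block and the libraries used, each library being left out in turn.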

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

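The marker lists and the comparisons were fixed before the data were examined. All tests of explanations in this part were chosen only after the result was seen.

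Between TI-Tregs and spleen Tregs, 10971 of 13897 genes passed the threshold in limma, 5983 higher (54.5%) and 4988 lower. The share of higher genes depends on the scaling. It was 42.1% after quantile normalization, 43.7% after median centring and 29.6% with equal library totals. Tumor and spleen libraries did not overlap for 8828 of the tested genes, 63.5%, against 0.433% by chance. Of 100 splits of the 11 libraries into 6 and 5, the real one included, 1 gave as many genes, the real split. The highest of the others gave 9231, and its smaller group held 5 of the 6 spleen libraries. Chance assignment can therefore be excluded for this count.

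The sorted tumor samples held a strong signal of genes of other cells, which the paper does not report. The methods describe RNA from sorted live Tregs, a purity of that sort was not found in the paper or its supplements, and the reporting summary states that sorted cells were not used in further experiments, so how pure these samples were is not known here. All 18 genes of the myeloid list were higher in tumor and past the threshold, with a median difference of 4.84. Lyz2 rose from 4.75 ± 1.18 (SD, n = 6) to 12.35 ± 0.30 (SD, n = 5) and was the 8th most abundant listed gene in tumor libraries. Apoe reached 11.06 and Ctss 11.01. Of 9 fibroblast genes tested, 8 were higher and past the threshold, with a median difference of 5.61, and Col3a1 reached 8.84 in tumor against 0.27 in spleen. The exception, Thy1, is also a T-cell lineage gene. The CD8 T and NK list had a median difference of 2.20, with 6 of 10 genes higher and 1 lower, each past the threshold. Cd8a rose by 3.99 while Klrb1c fell by 1.39. Of the erythroid and platelet list, 8 of 9 genes were lower (median -2.22) and Pf4 was higher, each past the threshold. Of 4 tumor epithelial genes tested, Cdh1 was higher by 3.32 and Lgals4 lower (median of the list -0.25), so that list gives no common direction. A lower share of T cells beside an unchanged mix of other cells is argued against, because the B-cell list fell, with a median of -1.20 and 8 of 9 genes lower and past the threshold. Cells of the tumor tissue, or their RNA, in the sorted samples remain a candidate explanation. The rise of 18 of 18 myeloid genes, with a median level at the 98.3rd percentile of tested genes in tumor, is the pattern to be explained. It therefore does not test that explanation. Expression of these genes by the TI-Tregs themselves was not excluded, since no sample of the other cells alone was analysed here. The T-cell lineage list fell in tumor, with a median of -0.83 and 17 of 20 genes lower and past the threshold. Added RNA of other cells would lower these genes, while expression of myeloid and fibroblast genes by TI-Tregs alone gives no reason for it. The fall leans toward RNA of other cells without deciding, since the TI-Tregs could also have lowered these genes. The tissue itself, tumor against spleen, is confounded with both explanations.

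Knockout and wild-type tumor libraries differed in 1 gene, Gm45837, which was 2.44 ± 0.16 (SD, n = 3) in wild-type and 0.57 ± 0.02 (SD, n = 2) in knockout tumor libraries (difference -1.87, adjusted p = 0.040 from limma). Its annotation spans Arap1 and Pde2a on the same strand, with which its reads could be shared, so its value is uncertain. The call was lost in 6 alternatives besides those that leave out a library, at an adjusted p between 0.053 without a filter and 0.59 in the tumor libraries alone (limma, difference -1.87 in both), and in 9 of the 11 fits without 1 library. With 2 knockout tumor libraries and no targeted gene to check, no explanation was tested.

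Among 118 groups of 5 or 6 libraries, 11 values stood apart from the rest of their group by a wide gap, where chance gives about 5.9. In tumor these were Bcl2 at 3.05 in knockout replicate 2 (the others 3.78 to 4.05), Bcl2a1a at 5.06 in wild-type replicate 1 (the others 6.05 to 6.29), Bmf at 3.23 in wild-type replicate 3 (the others 2.63 to 2.72), Ddx3y at 5.58 in knockout replicate 1 (the others 5.06 to 5.16), Il1b at 8.43 in wild-type replicate 1 (the others 10.61 to 10.87), Spp1 at 10.27 in wild-type replicate 2 (the others 9.69 to 9.83) and Col3a1 at 7.93 in knockout replicate 1 (the others 8.89 to 9.21). The median of the B-cell list was 1.89 in tumor knockout replicate 1 (the others 0.66 to 0.83). In spleen, Rasgrp2 was 7.15 in wild-type replicate 3 (the others 7.51 to 7.71). No biological explanation was tested for these single values, since each stands apart from libraries of its own tissue, and the calls for Bcl2, Bcl2a1a, Bmf, Il1b, Spp1, Col3a1, Ddx3y and Rasgrp2 held with each library left out in turn.

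Spleen knockout replicate 2 stood apart for both the B-cell list (median 3.48, the others 1.75 to 2.29) and the CD8 T and NK list (median 2.95, the others 2.14 to 2.27). More cells of other types in that library is a candidate explanation. Its myeloid list was also the highest of the 6 spleen libraries, at 5.05, but its erythroid and platelet list was second, at 4.14. The explanation cannot be told apart from a difference of that mouse, since 1 library shows it.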

How the results depend on the processing

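Bcl2l1 kept its direction and stayed past the threshold in all 24 alternatives, between 1.67 with equal totals and 2.33 with a pseudocount of 0.1. The adjusted p lay between 6.03e-11 and 2.18e-05 in limma. The number of called BCL-2 family genes lay between 13, with a filter that tests 19 of the 23, and 21, with equal totals, and it was 16 or 17 with each library left out in turn. Of 49 single-gene results besides Bcl2l1, the one for Gm45837 between genotypes included, 36 kept their direction and side of the threshold in each fit that tested them.

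For all genes, 10971 calls became 4556 when a log2 difference of at least 1 was required and 5051 with Bonferroni correction, by construction. With each library left out, there were between 10614 and 10978. The fold requirement left 4646 of 9794 calls in wild-type and 4387 of 9127 in knockout mice, where leaving out libraries gave 9093 to 9988 and 7559 to 9360. Of the 10 possible splits of the wild-type libraries fitted alone, 1 gave as many genes as the real one (9552, highest other 0), and so few splits cannot exclude chance. The interaction with genotype called 0 genes in limma, with 383 genes at an unadjusted p under 0.05. It called 1 gene, Gm45837, with a pseudocount of 0.1 and also without spleen wild-type replicate 2, so the range with libraries left out was 0 to 1. Knockout against wild type in spleen called 0 genes in limma in all 23 alternatives, with 281 genes at an unadjusted p under 0.05. All 10 splits of the spleen libraries gave at least that count (highest other 2), which cannot exclude or show chance. Knockout against wild type in tumor called 1 gene and 0 after quantile normalization, median centring, a pseudocount of 5, no filter, a fit of the tumor libraries alone, and the replicate block. The cause was not tested. Leaving out libraries gave 0 to 2. The call was lost without spleen wild-type replicate 3, without any 1 of the spleen knockout replicates, without any 1 of the tumor wild-type replicates and without either tumor knockout replicate. The 2 genes without tumor knockout replicate 1 were Arap2 and Ms4a4b, chosen after their values were seen, and the lone knockout tumor library is then assumed to vary like the other groups.

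Camera called 5 of 10 gene sets, fry called 10 and camera with an estimated correlation called 0. Leaving out libraries gave 5 or 6 sets. The median of the BH3-only set reversed to -0.0056 after quantile normalization, -0.0027 after median centring and -0.34 with equal totals, and with equal totals the NF-kB set reversed to -0.14 and the p53 set to -0.23, and camera called none of the 3 under these scalings.

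Among single genes, those that reversed were not past the threshold as deposited. After quantile normalization, median centring and equal totals in that order, Bcl2l12 was at -0.15, -0.12 and -0.44, Bcl2l13 at -0.16, -0.13 and -0.47, and Bcl2l11 at -0.15, -0.038 and -0.44. Bnip1 reversed to -0.33 with equal totals. With a library left out, Bik reached 0.087, Bop1 lay between -0.11 and 0.0038 and Crbn between -0.10 and 0.044, and Crbn was at 0.0019 with genotype as a covariate. These scalings moved the median over all genes from 0.08 to -0.16, -0.14 and -0.44. The cause was not tested.

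Same-numbered spleen and tumor libraries did not deviate together (correlations between -0.16 and 0.06 over 10717 genes). The methods state that the spleens were taken from the mice that bore the tumors, but not that a number marks a mouse, so pairing by number is neither shown nor excluded. Same-numbered wild-type and knockout tumor libraries did deviate together (correlations 0.475 and 0.304, not independent, since deviations of 2 knockout libraries from their mean mirror each other), while the spleen libraries did not (between -0.25 and 0.04). In tumor, the T-cell lineage median was 7.26 in wild-type and 7.22 in knockout replicate 1, against 6.46 and 6.42 in replicate 2. The myeloid median went the other way, 8.56 and 8.67 against 8.95 and 8.88. The mix of cells in the tumor samples may therefore have differed by replicate number. The cause was not tested. With the replicate block, 10512 genes were called for tumor against spleen and Bcl2l1 was at 2.27, Bik reversed to 0.0023 and Crbn to 0.0041. Bcl2l1 minus Bcl2 was 4.67 in the block of 5 pairs, where the smallest p is 0.0625, and 4.46 in wild-type mice alone, where it is 0.1, so neither could pass the threshold by construction. Leaving out libraries gave 4.53 to 4.79. Depth in reads is unknown and its effect could not be examined.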

Differences from the paper's values

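For the 23 genes of Supplementary Table 1, each mean, difference and standard error computed here matched the paper's value to its printed digits, and the number of called genes was 16, as the paper's table marks 16. The methods name a Bonferroni correction for expression comparisons. The paper's own p-values for 13 of the 23 genes lie under 0.05 divided by 23, and the table marks 3 further genes as significant, Bcl2l14, Bcl2l15 and Bmf. With Bonferroni correction over the 23 genes, one of the alternatives set before the data were examined, limma called 14 genes and did not call Bcl2l14 and Bmf.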

Other observations

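The named genes, gene sets and marker lists were fixed before the data were examined. The tests of explanations for Bcl2, Bcl2l1, Bcl2a1a, the Y-linked genes and Gm20594, and the T-cell lineage list, were chosen only after the result was seen.

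The fall of Bcl2 in TI-Tregs may reflect dilution of T-cell RNA by RNA of other cells. The 20 T-cell lineage genes had a median difference of -0.83, and 17 of them were lower and past the threshold. Within each library, Bcl2 minus the median of these genes was -1.40 ± 0.14 (SD, n = 6) in spleen and -3.07 ± 0.42 (SD, n = 5) in tumor (difference -1.68, exact two-sided permutation test, p = 0.0043). Dilution as the whole cause is argued against by this difference.

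The rise of Bcl2l1 could come from the Tregs or from other cells in the samples. A difference in scaling as its whole cause is argued against, since it was 1.67 with equal library totals. In n, Bcl2l1 rose from 20.8 to 104.4 and Lyz2 from 36.7 to 5309, so cells bringing the Lyz2 would need Bcl2l1 at 1.59% of their Lyz2 level to account for the whole rise. No library of those cells alone was analysed here, so RNA of other cells and expression in Tregs cannot be told apart for Bcl2l1. The rise of Bcl2a1a could come from reads moved between paralogs. The sum of Bcl2a1a, Bcl2a1b and Bcl2a1d rose by 3.74, which shows a rise of the 3 genes together. In tumor that sum is mostly Bcl2a1b and Bcl2a1d (mean n 378.6 and 165.7, against 64.8 for Bcl2a1a). It would rise even if the gain of Bcl2a1a were reads of its paralogs, so it cannot decide this for Bcl2a1a alone.

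Of the genes behind the sort and Treg identity, Tnfrsf18, which encodes GITR, was higher in TI-Tregs by 1.08, Ptprc was lower (-1.15), Cd3e was lower (-0.62), Cd4 was lower (-0.42) and Foxp3 was lower (-0.85), each past the threshold in limma with both genotypes pooled. The T-cell lineage genes had a median difference of -0.83. The falls of Cd3e, Cd4 and Foxp3 therefore cannot be told apart from dilution of T-cell RNA and do not show lower expression per Treg. The fall of Foxp3 was past the threshold in wild-type mice (-1.23, adjusted p = 0.00079 from limma) and not in knockout mice (-0.30, adjusted p = 0.34 from limma), where 1 of 2 tumor libraries lay inside the range of the spleen libraries. The knockout mice carry a Foxp3-driven Cre, whose effect on the Foxp3 value was not tested, and exons of Foxp3 overlap those of 4 other gene models in GENCODE release M21, with Flicr on the same strand, so this contrast is uncertain. Il2ra differed likewise (-0.47, adjusted p = 0.023 in wild-type and 0.048, adjusted p = 0.83 in knockout mice, from limma). The interaction with genotype was not called for either gene (adjusted p = 0.9997 from limma). Pooled, Il2ra was at -0.27 (adjusted p = 0.12 from limma) as deposited and past the threshold, lower, under each of the 3 other scalings, as was Crbn under quantile normalization and equal totals. As deposited, Il2ra stayed short of the threshold in 10 of the 11 fits without 1 library. In the remaining fit it passed, at -0.40 (adjusted p = 0.013 from limma). Vhl rose by 0.90 and by 0.31 with equal totals, where it no longer passed (adjusted p = 0.060; range over its alternatives 1.35e-05 to 0.060 in limma). Entpd1 rose by 1.98. Nt5e, which the paper reports as not detectable in human TI-Tregs, was at 6.19 ± 0.21 (SD, n = 6) in mouse spleen and 5.43 ± 0.29 (SD, n = 5) in mouse tumor libraries.

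The largest rises were those of Il1b (8.95), Arg1 (8.74), Spp1 (8.70), Col3a1 (8.57) and Cd14 (8.19), and the largest falls those of Dtx1 (-5.56), Gm4956 (-5.15), Nsg2 (-4.37), Gpr83 (-4.32) and Rasgrp2 (-4.19). Camera called the hypoxia and glycolysis set (median difference 2.48), the effector Treg set (2.45), the proliferation set (1.28) and the unfolded protein response set (1.36) as higher, and the resting Treg set (-1.90) as lower. Fry called all 10 sets, so it does not tell these 5 from the others, and none held with an estimated correlation. The tumor samples carried a strong signal of myeloid and fibroblast genes, so none of these 5 can be assigned to the Tregs. The anti-apoptotic, pro-apoptotic and BH3-only sets of Fig. 1b were not called by camera (adjusted p = 0.18, 0.11 and 0.34) and neither were the NF-kB and p53 sets.

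All libraries listed 4 Y-linked genes. Kdm5d fell by 1.76 and Uty by 1.53 in tumor, while Ddx3y fell by 0.29 and Eif2s3y by 0.53. The last of these was barely past the threshold (adjusted p = 0.049 from limma) and stayed past it in 4 of the 11 fits without 1 library. RNA of cells without a Y chromosome could lower them together, but as the whole cause it is argued against by Kdm5d minus Ddx3y, which was lower in tumor libraries (-1.47, exact two-sided permutation test, p = 0.0043, n = 6 and 5).

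One gene, Gm12896, chosen after its values were seen, held between 31.4% and 42.4% of n in the spleen libraries and between 31.4% and 41.3% in the tumor libraries. GENCODE lists it as a processed pseudogene of 226 bases on chromosome 4 of GRCm38, from 122122847 to 122123072. Another listed pseudogene, Gm12895, matches it at 100% identity over 224 bases, so reads could be shared between them. The next gene, Gm20594, also chosen after its values were seen, held 1.66% to 3.29% of n. It matched the mitochondrial ribosomal RNA mt-Rnr2 at 88.5% identity over 435 of its 449 bases, and mt-Rnr2 is not listed among the deposited values. Reads of that RNA assigned to Gm20594 are a candidate explanation that cannot be told apart from its own expression without reads. The family comparisons above do not use the library totals except under equal totals.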
